# XoxF and the Calvin-Benson cycle mediate lanthanide-dependent growth on methanol in *Bradyrhizobium* and *Sinorhizobium*

**DOI:** 10.1128/aem.01304-25

**Published:** 2025-10-21

**Authors:** Charlotte R. Mineo, Jerry Jiang, N. Cecilia Martinez-Gomez

**Keywords:** methylotrophy, rare earth elements, CBB cycle

## Abstract

Nodule-forming bacteria play crucial roles in plant health and nutrition by providing fixed nitrogen to leguminous plants. Despite the importance of this relationship, how nodule-forming bacteria are affected by plant exudates and soil minerals is not fully characterized. Here, the effects of plant-derived methanol and lanthanide metals on the growth of nitrogen-fixing *Rhizobiales* are examined. Prior work has demonstrated that select *Bradyrhizobium* strains can assimilate methanol only in the presence of lanthanide metals; however, the pathway enabling assimilation remains unknown. In this study, we characterize *Bradyrhizobium diazoefficiens* USDA 110, *Bradyrhizobium* sp. USDA 3456, and *Sinorhizobium meliloti* 2011 to determine the pathways involved in methanol metabolism in previously characterized strains, other clades of *Bradyrhizobium*, and the more distantly related *Sinorhizobium*. Based on genomic analyses, we hypothesized that methanol assimilation in these organisms occurs via the lanthanide-dependent methanol dehydrogenase XoxF, followed by oxidation of formaldehyde via the glutathione-linked oxidation pathway, subsequent oxidation of formate via formate dehydrogenases, and finally assimilation of CO_2_ via the Calvin-Benson-Bassham (CBB) cycle. Transcriptomics revealed upregulation of the aforementioned pathways in *Bradyrhizobium* sp. USDA 3456 during growth with methanol. Enzymatic assays demonstrated increased activity of the glutathione-linked oxidation pathway and formate dehydrogenases in all strains during growth with methanol compared to succinate. ^13^C-labeling studies confirmed the presence of CBB intermediates and label incorporation during growth with methanol. Our findings provide multiple lines of evidence supporting the proposed XoxF-CBB pathway and, combined with genomic analyses, suggest that this metabolism is widespread among *Bradyrhizobium* and *Sinorhizobium* species.

**IMPORTANCE:**

Nitrogen-fixing soil bacteria such as *Bradyrhizobium* and *Sinorhizobium* promote plant growth while reducing dependence on artificial, energy-intensive fertilizers. Numerous studies have attempted to increase bacterial nitrogen fixation and colonization of plant tissues by identifying the micronutrients and plant exudates that promote successful symbiotic relationships. Among the compounds encountered by rhizobacteria, lanthanides have received little attention, despite reports that plant growth is affected by the presence of lanthanides. We characterized three agriculturally relevant *Bradyrhizobium* and *Sinorhizobium* strains, demonstrated that they gain the capacity to utilize methanol when lanthanides are present, and experimentally determined the pathway by which this metabolism occurs. This study provides a foundation for understanding the lanthanide-dependent metabolism of *Bradyrhizobium* and *Sinorhizobium,* which may influence their physiology and abundance in the environment.

## INTRODUCTION

Nitrogen-fixing soil bacteria are crucial for global nitrogen cycles, high-yield crop production, and reduced fertilizer needs (1). Microbes supply approximately 50% of the fixed nitrogen consumed by crops, with the rest coming from energy-intensive artificial fertilizers (2). Diverse bacteria have been shown to fix nitrogen both in free-living forms and as differentiated cells, which fix N_2_ within the low-oxygen environment present in specialized plant root organs called nodules (3). *Bradyrhizobium* and *Sinorhizobium* are two genera of nodule-forming bacteria that colonize a range of legume species in a strain-dependent manner, but are especially well-known for colonizing soybean and alfalfa, respectively (4).

*Bradyrhizobium*, *Sinorhizobium*, and other nodule-forming bacteria encounter diverse substrates as they migrate between the bulk soil and the carbon-rich rhizosphere, colonize root tissues, and fix N_2_ as bacteroids in root nodules (5). One such substrate is methanol, an abundant volatile carbon source in plant environments due to the activity of pectin methylesterases, which release methanol from both live plant tissues and plant detritus (6, 7). In above-ground plant tissues, methanol has been shown to drive colonization by allowing bacteria capable of using methanol as a sole source of carbon and energy, methylotrophs, to out-compete non-methylotrophic strains (8, 9). Similar mechanistic studies have not yet been conducted in soils or with N_2_-fixing bacteria, although it is known that *Bradyrhizobium* assimilate methanol *in situ* in grassland soils and the rhizosphere (10).

Lanthanide (Ln) metals are required cofactors for methanol metabolism in various plant-associated bacteria, including *Methylobacterium* and *Bradyrhizobium* (11–13). Lns are involved in methanol metabolism as cofactors in certain pyrroloquinoline quinone (PQQ) methanol dehydrogenases (PQQ-MDH) that oxidize methanol to formaldehyde. The Ln-dependent PQQ-MDH XoxF was first shown to be functional and require Lns in 2011 (14). To facilitate the binding of Lns, XoxF contains an additional Asp in the active site compared to the homologous, Ca-dependent PQQ-MDH MxaF. This residue is essential for Ln binding and catalysis and is used to predict Ln dependency (15). Lns are introduced to soil through fertilizers (16–18) and can therefore influence the physiology of soil-dwelling microbes such as *Bradyrhizobium* and *Sinorhizobium*.

The activity of PQQ-MDHs, such as XoxF and MxaF, produces formaldehyde, a reactive electrophile that forms cross-links with DNA and proteins (19). Multiple pathways exist to oxidize formaldehyde and generate NAD(P)H, but the tetrahydromethanopterin (H_4_MPT) and glutathione (GSH)-linked oxidation pathways are most common (20). *Methylobacterium, Hyphomicrobium*, and many methanotrophs rely on the H_4_MPT pathway for formaldehyde oxidation (21, 22), while the GSH-linked pathway has been shown to play a supportive role in formaldehyde oxidation in *Methylobacterium aquaticum* 22A and *Rhodobacter sphaeroides* (23, 24), and is essential for growth with methanol in *Paracoccus denitrificans* (25). These pathways use different carbon carriers (H_4_MPT or glutathione) but similar reactions: both pathways covalently link formaldehyde to their respective carbon carrier, then oxidize the formyl group, and finally release the formyl carbon from the carrier to recycle the carrier and generate formate. Formate can be further oxidized by formate dehydrogenases (FDHs) to generate CO_2_ and additional NAD(P)H that fuel cellular processes and assimilatory cycles (26).

Carbon from methanol can be assimilated at several steps—formaldehyde, formate, or CO_2_—using diverse pathways, but the specific pathways employed by *Bradyrhizobium* and *Sinorhizobium* remain unknown. In type I methylotrophy, Gamma- and Betaproteobacteria use the ribulose monophosphate (RuMP) pathway to incorporate formaldehyde (27). Type II methylotrophs assimilate carbon at the level of formate. This group includes mostly Alphaproteobacteria, such as the model methylotroph *Methylobacterium extorquens* AM1 (*Me.* AM1). In *M. extorquens* AM1, approximately 50% of formate is oxidized to CO_2_ to generate NAD(P)H, the remaining 50% is incorporated into the serine cycle (21, 27, 28), and the ethylmalonyl-CoA (EMC) pathway is used to regenerate glyoxylate (29, 30).

As an alternative to the RuMP pathway and serine cycle, all carbon from methanol can be fully oxidized to CO_2_ and assimilated via the Calvin-Benson-Bassham (CBB) cycle. Operating the CBB cycle may appear inefficient due to the high energy requirements for CO_2_ fixation. However, use of the CBB cycle for growth with methanol has been validated in nitrogen-fixing Alphaproteobacteria such as *Beijerinckia mobilis* and *Xanthobacter flavus*, as well as the verrucomicrobial methanotroph *Methylacidiphilum fumariolicum* SolV, and the Gammaproteobacteria methanotroph *Methylococcus capsulatus* Bath (31–35). Keltjens et al. and Huang et al. have suggested that *Bradyrhizobium* and *Sinorhizobium* may be able to assimilate methanol using the CBB cycle, but this metabolism has yet to be experimentally validated (36, 37).

Despite their agricultural importance and ability to assimilate methanol *in situ* in grassland soils (10), very few studies have characterized methanol metabolism or Ln dependency among the *Bradyrhizobium* and *Sinorhizobium*. In separate *in vitro* studies, *Bradyrhizobium diazoefficiens* USDA 110 (*Bd*. 110) and *Bradyrhizobium* sp. Ce-3 were shown to grow with methanol only when light Lns (lanthanum, cerium, praseodymium, or neodymium) were present, *mxaF* homologs were not identified in these strains, and growth was linked to the activity of XoxF (12, 13). To our knowledge, growth with methanol has not been reported among the *Sinorhizobium,* despite the *in vitro* characterization of a XoxF homolog from *Sinorhizobium meliloti* 5A14, which requires light Lns for activity (36). Notably, *Sinorhizobium meliloti* genes for methanol oxidation are located directly upstream of genes of the CBB cycle, such as *cbbL* which encodes the large subunit of RuBisCO, on the symbiotic megaplasmid pSymB (38). Growth with formate has been observed in *Sinorhizobium* and is known to be dependent on the presence of the CBB cycle and an NAD^+^-dependent molybdenum-containing formate dehydrogenase, Fds (39).

Based on bioinformatic analyses, we hypothesize that *Bradyrhizobium* and *Sinorhizobium* oxidize methanol using XoxF, metabolize formaldehyde via the GSH-linked oxidation pathway, produce CO_2_ using FDHs, and assimilate CO_2_ using the CBB cycle (Fig. 1) (hereafter referred to as the XoxF-CBB pathway). Transcriptomic, proteomic, metabolomic, and biochemical studies show that the XoxF-CBB pathway in *Bradyrhizobium* sp. USDA 3456 (*Bs*. 3456) is operational. Additionally, we use proteomics and biochemical assays to confirm that the XoxF-CBB pathway operates in another species, *Bd*. 110, and the more distantly related *Sinorhizobium meliloti* 2011 (*Sm.* 2011). This is the first report of Ln use and methanol assimilation by *Sinorhizobium*. Bioinformatic analyses suggest that methanol metabolism via the XoxF-CBB pathway is widespread among nitrogen-fixing *Rhizobiales*, including *Bradyrhizobium, Sinorhizobium,* and *Mesorhizobium*. This work reveals overlooked methanol metabolism pathways and new Ln-dependent species, allowing for a better understanding of the effects of methanol and Ln on nitrogen-fixing bacteria and agricultural settings.

**Fig 1:**
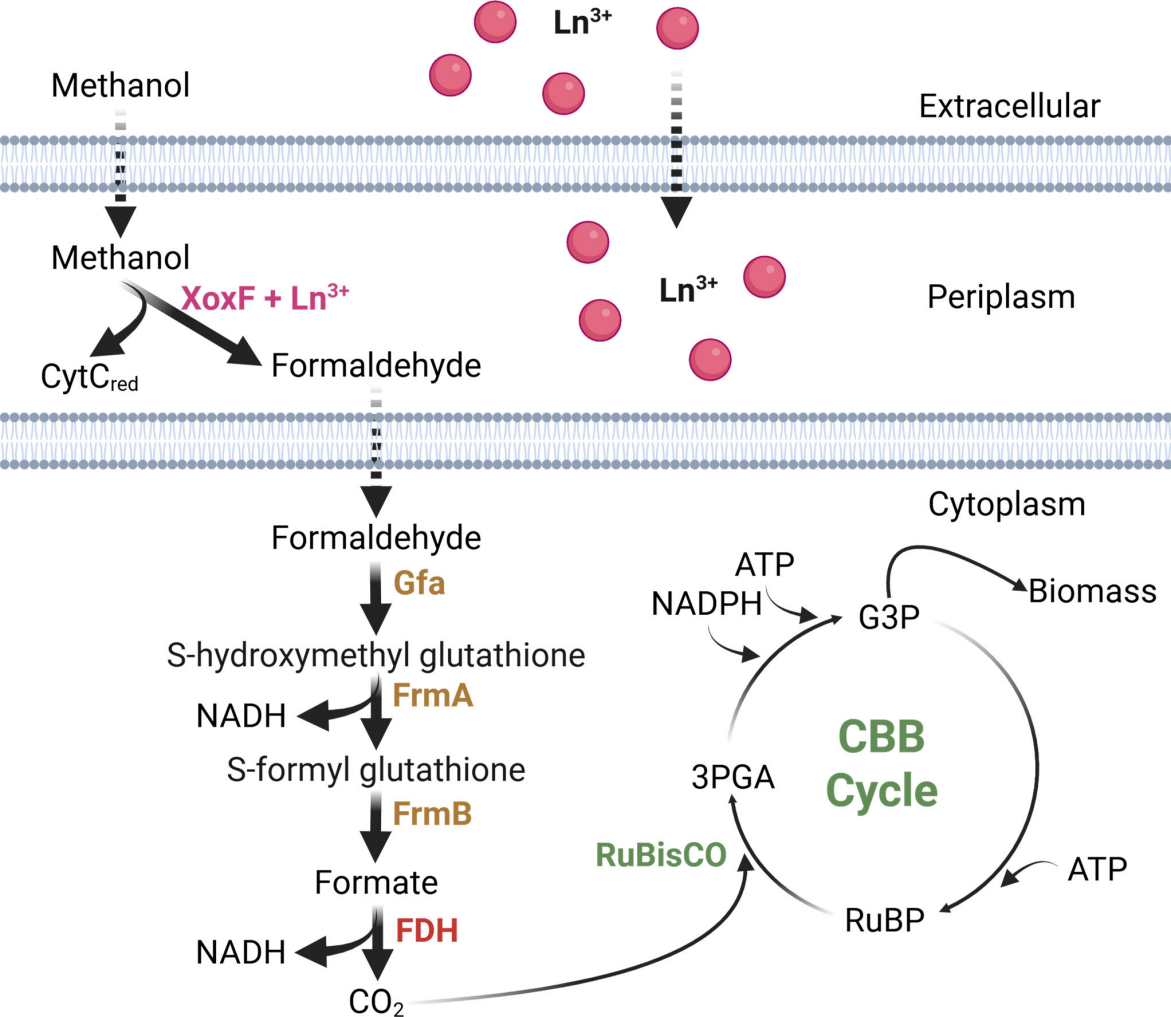
Schematic overview of the proposed XoxF-CBB pathway for methanol metabolism in *Bradyrhizobium* and *Sinorhizobium*. La^3+^ is transported into the cell and complexes with apo-XoxF. XoxF (pink) oxidizes methanol to formaldehyde in the periplasm. Formaldehyde is oxidized to formate in the cytoplasm by the multi-step GSH-linked oxidation pathway (brown). Formate is oxidized to CO_2_ by an NAD^+^-dependent formate dehydrogenase (red). CO_2_ can be assimilated via the Calvin-Benson cycle (green). For clarity, only the most relevant steps of the CBB cycle are depicted. Dashed lines represent hypothesized steps based on similarity with other systems. Solid lines show experimentally supported steps from this study. XoxF, lanthanide-dependent methanol dehydrogenase; Gfa, glutathione-dependent formaldehyde activating enzyme; FrmA, S-(hydroxymethyl)glutathione dehydrogenase; FrmB, S-formylglutathione hydrolase; FDH, NAD^+^-dependent formate dehydrogenase; 3PGA, 3-phosphoglycerate; G3P, glyceraldehyde-3-phosphate; RuBP, ribulose 1,5-bisphosphate. Created in https://BioRender.com.

## MATERIALS AND METHODS

### Media and growth conditions

All strains were grown at 30°C with orbital shaking at 200 rpm in an Innova S44i incubator shaker (Eppendorf). Strains and plasmids used in this study are listed in Table 1. Pre-cultures of *Bs*. 3456, *Bd*. 110, *Sm.* 2011, and *Me* AM1 were grown in *Methylobacterium* PIPES (MP) defined minimal media (40) supplemented with either 1 g/L of gluconate, arabinose, and yeast extract or 15 mM succinate. When preparing growth curves or larger cultures for assays, pre-cultures were spun down at 2,000 × *g* for 10 minutes at 22°C, washed in MP without carbon sources, and used to inoculate at a starting OD_600_ of 0.05–0.1. Growth was monitored at OD_600_ with either 50 mM methanol or 15 mM succinate with 10 µM LaCl_3_ when indicated. Experiments for Fig. S1 were conducted with the indicated Ln species in 650 µL cultures in transparent 48-well plates (Corning), incubated at 30°C with orbital shaking at 548 rpm, with OD_600_ readings every 60 minutes using a Synergy HTX plate reader (Agilent). Otherwise, aerobic cultivation for growth curves occurred with 5 mL of culture in sterile round-bottom 14 mL polypropylene tubes (Falcon). Experiments in varying oxygen conditions were performed in Balch-style tubes covered either with sterile tinfoil (unsealed) or plugged with blue stoppers (sealed condition). Growth was monitored by measuring OD_600_ using either the Ultrospec 10 (Amersham Biosciences) for polypropylene tubes or the Thermo Scientific GENESYS version 20 spectrophotometer for Balch-style tubes.

**TABLE 1:** Strains, plasmids, and primers used in this study

Resource	Description	Reference
Strains		
*Escherichia coli* 10β	Cloning – electrocompetent strain	Invitrogen
*Escherichia coli* S17-1	Cloning – conjugation strain	New England BioLabs
*Methylobacterium extorquens* AM1	Wild-type *Me.* AM1	(41)
*Bradyrhizobium diazoefficiens* USDA 110	Wild-type *Bd.* 110	(42)
*Bradyrhizobium* sp. USDA 3456	Wild-type *Bs.* 3456	(43)
*Sinorhizobium meliloti* 2011	Wild-type *Sm*. 2011	(44)
*Methylobacterium extorquens* AM1 Δ*mxaF*	*Me.* AM1 Δ*mxaF*	(41)
*Bradyrhizobium diazoefficiens* USDA 110 Δ*cbbS*	*Bd.* 110 Δ*cbbS*	This study
Plasmids		
pCM433KanT	SacB allelic exchange backbone; Km^R^	(45)
pCRM031	SacB allelic exchange donor *cbbS*; Km^R^	This study
Primers used to generate plasmid pCRM031		
Backbone	YR21: ATGTGCAGGTTGTCGGTGTC YR22: TGGTAACTGTCAGACCAAGTTTACTC	This study
5´ Flank	CRM148: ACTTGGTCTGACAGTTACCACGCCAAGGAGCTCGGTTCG CRM149: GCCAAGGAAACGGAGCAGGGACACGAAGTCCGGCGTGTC	This study
3´ Flank	CRM150: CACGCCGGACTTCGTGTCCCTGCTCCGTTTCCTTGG CRM151: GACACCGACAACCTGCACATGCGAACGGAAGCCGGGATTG	This study

### Biochemical assays

Fifty milliliter cultures were grown in sterile 250 mL flasks with 10 µM LaCl_3_ and either 50 mM methanol or 15 mM succinate. All flasks were sealed with 45 mm gray bromobutyl rubber anaerobic flanges. Exponential phase cultures (OD_600_ between 0.6 and 1) were immediately cooled on ice, centrifuged at 4°C at 4,000 × *g* for 10 minutes, resuspended in 10 mL of 4°C resuspension buffer (25 mM Tris, 10 mM NaCl, pH 8), centrifuged again at 4°C at 4,000 × *g* for 10 minutes, and decanted. Cell pellets were stored at −80°C for further analysis. Pellets were resuspended in 2 mL of resuspension buffer at 4°C and lysed by a single pass at 25 kPSI through the MC-BA Cell Disruptor (Constant Systems). Lysed cells were centrifuged at 4°C and 14,000 × *g* for 40 minutes in a Multifuge X Pro Series centrifuge (Thermo Scientific). All assays were performed at 30°C in clear flat-bottom polystyrene 96-well plates (Greiner Bio-One). Absorbance, wavelengths indicated below, was monitored every 15 seconds for 5 minutes using a Synergy HTX plate reader (Agilent). A BCA kit (Pierce) was used to determine total protein content by measuring A_562_ in clarified lysates.

### GSH-linked formaldehyde oxidation assay

GSH-linked oxidation assays were performed according to the procedures of Yanpirat et al. (24), except that formaldehyde was prepared by heating and stirring a liquid solution of paraformaldehyde in the fume hood until the solution just began to boil, then immediately sealed. Cell lysate, prepared as indicated above, containing 50 µg–100 µg of total protein was added to each assay, and the production of NADH was monitored via absorbance at 340 nm using an extinction coefficient of 6.22 mM^−1^ to calculate activity (24). Negative controls with no protein added were included and had no change in absorbance over time.

### FDH activity assay

Protocols of Buttery and Chamberlain (46) were used to detect FDH activity by monitoring the reduction of *p*-iodonitrotetrazolium, except that no exogenous FDH was added; instead, cell lysates were used as the source of FDH. Between 50 and 150 µg of total protein were present in each assay, except for the no-protein controls, which exhibited no change in absorbance over time. Cell lysates were incubated at 30°C for 1 minute prior to the assay, and the reaction was initiated as previously described but using 1.67 mM formate. The reaction progress was monitored at 510 nm, and calculations of activity considered an extinction coefficient of 13 mM^−1^ for formazan (47).

### RNA-seq analysis of *Bs.* 3456 grown with methanol + La versus succinate + La

Cultures were grown as previously described, and samples were harvested when cultures reached exponential phase (OD_600_ of 0.3 for methanol and 0.7 for succinate). Total RNA was extracted using the Qiagen RNeasy Kit as described by Okubo et al., except bead beating occurred for only 45 s and SUPERase•In was not needed (48). rRNA was removed via the Ribo-Zero RNA Plus rRNA Depletion Kit (Illumina); library prep and sequencing were performed by SeqCoast Genomics, Portsmouth, NH. Twelve million 2 × 150 bp paired-end reads were generated per sample. Paired-end libraries were uploaded to KBase (49), and reads were aligned to the *Bs*. 3456 genome (downloaded from MaGE accession GCA_006519655.1) with HISAT2 and assembled using StringTie. DeSeq2 was used to analyze expression patterns. Genes were classified as differentially expressed using the stringent cut-off of log_2_ fold change greater than 2 and −log_10_ q-value (*P*-value adjusted for the false discovery rate) greater than 7. Both conditions were analyzed in triplicate to generate Fig. 2 and Table S3. Raw reads and processed data are available from GEO (study number GSE295604), and a table with fragments per kilobase of transcript per million mapped reads (FPKM) values for each sample, q-values, and log_2_ fold change is available at 10.6084 /m9.figshare.30071233.

**Fig 2:**
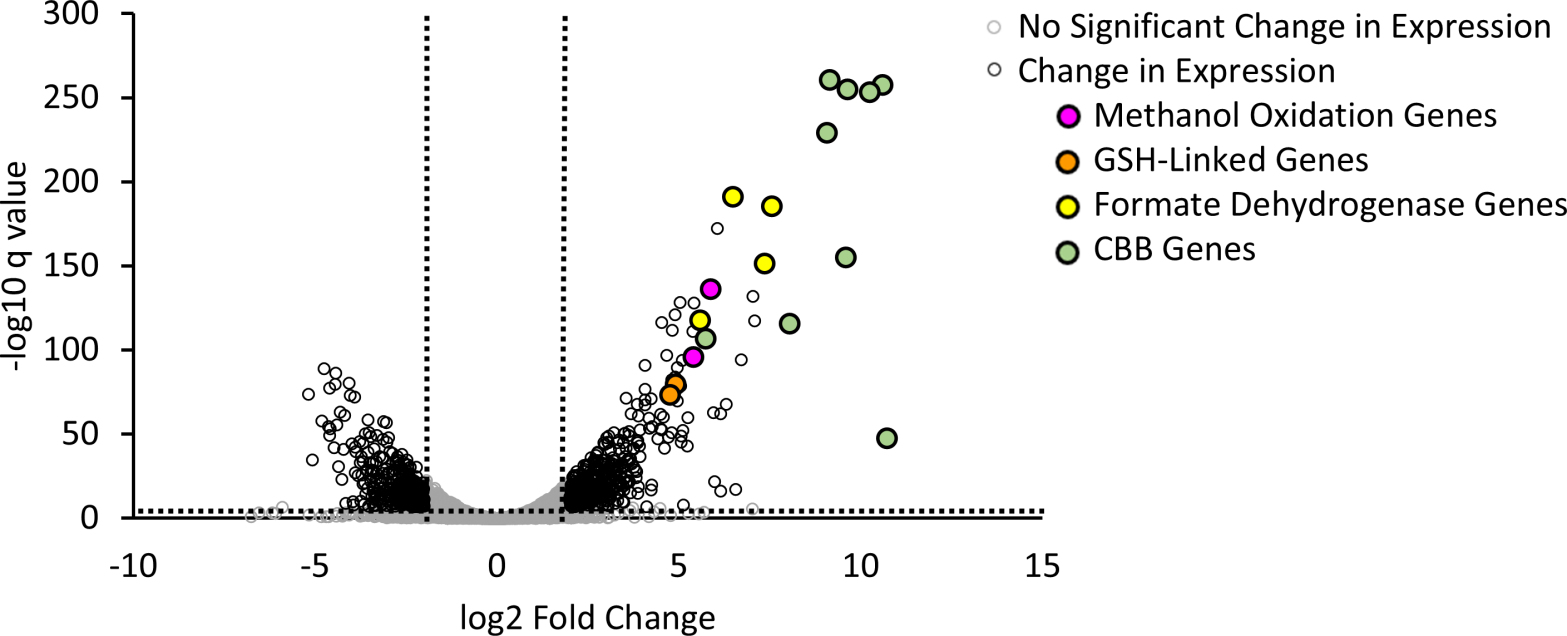
Volcano plot of differentially expressed genes during growth of *Bs*. 3456 with methanol and succinate. Cells were grown with either 15 mM succinate + La (left) or 50 mM methanol + La (right). Transcripts of interest for methanol metabolism are indicated by color-filled points. Genes were classified as differentially expressed using the stringent cut-off of log_2_ fold change greater than 2 and −log_10_ q-value greater than 7 indicated by dashed lines on the volcano plot. Using these parameters, 331 genes were downregulated, and 453 were upregulated out of a total of 10,757 unique genes detected via RNA-seq.

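The 12 genes that fell the most, among those with an average of at least 20 CPM and no overlap between the conditions, had log2 fold changes between -5.39 and -4.33, and the paper names none of them by ID. VIDU01_750081 was at 103 ± 17.4 CPM on succinate and 2.79 ± 0.810 CPM on methanol (SD, n = 3; log2 fold change -5.20, SE 0.28, adjusted p = 2.7e-07 from edgeR's quasi-likelihood test). VIDU01_490012 had a log2 fold change of -5.39 (SE 1.19, adjusted p = 0.00364 from the same test), which was -2.19 without succinate replicate 3, and its call was lost with limma-voom (-3.78, adjusted p = 0.0668) and with limma on log2(FPKM + 1) over all genes with any value (-2.86, adjusted p = 0.0545). It was at 7.93, 4.65 and 157 CPM in succinate replicates 1 to 3 and at 1.35 ± 0.679 CPM on methanol. Its average of 29.0 CPM thus rested on succinate replicate 3, and DESeq2 gave it no adjusted p. The files used here do not pair these IDs with names. Of the 10757 genes in the table, 10749 had at least 1 count and 8 had none.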

### SDS-PAGE and 1-D gel digestion proteomics

Clarified cell lysates were mixed with 2× Laemmli buffer + 5% beta-mercaptoethanol and boiled at 95°C for 10 minutes. Twenty micrograms of total protein was present in each sample. Samples were analyzed by gel electrophoresis using a 10-well, 4–20% gradient Mini-PROTEAN TGX Stain-Free Gel run at 150 V with a PageRuler Plus Prestained ladder (Thermo). The gel was stained using Coomassie Blue and imaged using the GelDoc Go, Software Version 3.0.0.07 “Coomassie” program (Bio-Rad). Bands at the predicted molecular weight of RuBisCO (54 kDa) were excised, stored at −20°C, and the protein sequence was identified at the Vincent J. Coates Proteomics Facility at UC Berkeley via reverse-phase liquid chromatography with tandem mass spectrometry (LC-MS/MS).

### Plasmid and strain construction

A plasmid for generating an in-frame markerless deletion of the complete coding region of *cbbS,* which encodes the small subunit of RuBisCO, was constructed in the pCM433KanT backbone which includes kanamycin-resistance genes for selection and *sacB* for counterselection with sucrose (45). Approximately 650 bp of genomic DNA directly upstream and downstream of *cbbS* (AAV28_09890) was amplified with overhangs (Table 1) from the *Bd*. 110 genome and inserted into the pCM433KanT plasmid using HiFi DNA Assembly Master Mix (NEB). The resulting plasmid was sequenced (Plasmidsaurus) and electroporated into *Escherichia coli* S17-1. Biparental mating between *E. coli* S17-1 containing the deletion plasmid and wild-type *Bd*. 110 was used to introduce the plasmid. Mating took place for 48 hours on MP plates containing 1 g/L each of arabinose, gluconic acid, and yeast extract (MP-AGY plates). We determined that *Bd*. 110 is naturally resistant to 5 µg/mL tetracycline when grown on MP-AGY plates, but *E*. coli S17-1 is not, so 5 µg/mL tetracycline and 100 µg/mL kanamycin were used for the first selection and the removal of *E. coli*, followed by a transfer to 5 µg/mL tetracycline and 200 µg/mL kanamycin for a second round of selection, also on MP-AGY plates. Kanamycin-resistant single-crossovers were then transferred to MP-AGY plates supplemented with 10% sucrose, for selection, and 5 µg/mL tetracycline to inhibit the growth of contaminants, including *E. coli*. Resulting colonies were replica patched onto MP-AGY plates supplemented with either 10% sucrose or 200 µg/mL kanamycin. Those that grew with sucrose, but not kanamycin, were PCR screened for the loss of *cbbS* using primers CRM148 and CRM151 (Table 1) and sequenced (Plasmidsaurus) to confirm clean deletion of *cbbS*.

### Liquid chromatography-mass spectrometry to detect ^13^C-labeled intermediates of the CBB cycle

Strains were pre-cultured in MP + 10 µM LaCl_3_ with 50 mM unlabeled methanol as a sole carbon source. Pre-cultures in exponential phase (OD_600_ of 0.5) were centrifuged for 10 minutes at 2,000 × *g*, washed in MP without carbon sources, and transferred to 50 mL of MP media containing 50 mM of either ^13^C-labeled or unlabeled methanol (starting OD_600_ of 0.01). When preparing the cultures, each flask was sealed with gray bromobutyl flanges to promote assimilation of CO_2_ from methanol, instead of unlabeled CO_2_ from the atmosphere. These cultures were grown to exponential phase (OD_600_ of 0.5) and harvested via vacuum filtration on 0.22 µm nylon filters (Micron Separators Inc). Filters were immediately flash-frozen in liquid nitrogen and were stored at −80°C until analysis.

A boiling water extraction was used according to the procedures of Cocuron and Alonso (50), except that tungsten beads were not needed to disrupt the tissues. Samples were flash-frozen, lyophilized, and sent to the University of North Texas BioAnalytical Facility on dry ice. Samples were resuspended and analyzed via reverse-phase anion-exchange LC-MS/MS according to the procedures of (50). Analytes were detected via multiple reaction monitoring, and retention time and fragment masses were compared with external 3-phosphoglycerate (3PGA), fructose 6-phosphate (F6P), glucose 6-phosphate (G6P), ribulose 5-phosphate (R5P), ribulose 1,5-bisphosphate (RuBP), and sedoheptulose 7-phosphate (S7P) standards. The total peak area for each mass isotopomer was calculated and used for comparisons between samples.

### Structural predictions and determination of homology between putative XoxFs

The amino acid sequence of XoxF1 from *Me.* AM1 (META_1740) was queried against the genomes of *Me*. AM1 (chromosome META1.1), *Bd*. 110 (chromosome CP011360.1), *Bs*. 3456 (WGS VIDU01.1), and *Sm.* 2011 (plasmid NC_020560.1, plasmid NC_020527.1, chromosome NC_020528.1) using the BLAST functionality in MaGE, MAgnifying Genomes, with cut-offs of >50% query coverage and >25% identity (51). Twenty hits were returned from among the four genomes. A manual comparison of amino acid sequences determined the presence/absence of an additional aspartate, which was shown to be essential for Ln binding (15). Sequences from the BLAST search were aligned using ClustalW. A phylogenetic tree was constructed using the maximum likelihood method via IQ-Tree with an automatically detected substitution model including free-rate heterogeneity and 1,000 ultrafast bootstrap alignments, and the tree was visualized using iTOL (52–54). All sequences were fed to AlphaFold3 (55) using default parameters, and the overall fold without ligands was assessed. AlphaFold3 models of key PQQ-DH homologs were aligned with the crystal structure of the XoxF1 holoenzyme from *Me*. AM1 (PDB ID: 6OC6) using ChimeraX (15, 56).

### Genomic context of *xoxF* homologs visualized using Clinker

Organisms were selected based on literature reports of relevant 1-carbon metabolism and to provide a diverse array of *Rhizobiales*. Genomic sequences were manually identified based on proximity to *xoxF* homologs and downloaded from the NCBI and aligned via Clinker in CAGECAT (online) with default settings (57, 58).

### Predicting the distribution of the XoxF-CBB pathway among *Rhizobiales* genomes

Select *Rhizobiales* genomes were accessed and analyzed using the IMG database (59). Genomes were searched by BRENDA enzyme commission (EC) numbers and via BLAST with cut-offs of >50% amino acid identity. Abbreviations, EC numbers, and queries are indicated for each enzyme. Methanol oxidation queries were Ca-dependent MDH (MxaF, 1.1.2.7, META1_4538) and Ln-dependent MDH (XoxF, 1.1.2.10, META1_1740) from *Me*. AM1. GSH-linked oxidation pathway queries were S-(hydroxymethyl)glutathione synthase (Gfa, 4.4.1.22, VIDU01_860230), S-(hydroxymethyl)glutathione dehydrogenase (FrmA, 1.1.1.284, VIDU01_860229), and S-formylglutathione hydrolase (FrmB, 3.1.2.12, VIDU01_860197) from *Bs*. 3456. Select genes of the H_4_MPT pathway were formaldehyde-activating enzyme (Fae, 4.2.1.147, META1_1766) and methenyltetrahydromethanopterin cyclohydrolase (Mch, 3.5.4.27, META1_1763) from *Me*. AM1. The canonical H_4_F pathway was queried using formyltetrahydrofolate deformylase (PurU, 3.5.1.10, AGT11408.1) and methenyl tetrahydrofolate cyclohydrolase (FolD, 1.5.1.5, AGT11407.1) from *Paracoccus aminophilus* JCM7686-PMC (60). Formate oxidation capacity was queried using formate dehydrogenase (FDH, 1.17.1.9, 1.17.1.10, 1.2.2.1, META1_5032, META1_4848, META1_2094, and META1_0303) from *Me*. AM1. 3-Hexulose-6-phosphate synthase (Hps, 4.1.2.43, Mfla_0250) and 3-phospho-6-hexuloisomerase (Phi, 5.3.1.27, Mfla_1653) from *Methylobacillus flagellatus* KT were used as markers for the RuMP cycle (61). The glyoxylate shunt was identified by isocitrate lyase (Icl, 4.1.3.1, AAG06022.1) and malate synthase (Ms, 2.3.3.9, AAG03871.1) from *Pseudomonas aeruginosa* PAO1 (62). The CBB was searched using RuBisCO (CbbL, 4.1.1.39, VIDU01_10123) and phosphoribulokinase (Prk, 2.7.1.19, VIDU01_10120) from *Bs*. 3456. The serine cycle was predicted from glycine hydroxymethyltransferase (GlyA, 2.1.2.1, META1_3384), malate thiokinase (MtkA, 6.2.1.9, META1_1730), and malate-CoA lyase (Mcl, 4.1.3.24, META1_1733) from *Me*. AM1. The EMC pathway was indicated by crotonyl-CoA carboxylase/reductase (Ccr, 1.3.1.85, META1_0178) and (2S)-methylsuccinyl-CoA dehydrogenase (Mcd, 1.3.8.12, META1_2223) from *Me*. AM1 (37). The phylogenetic tree was constructed from RpoB amino acid sequences extracted from the IMG database and analyzed using ClustalW and IQ-Tree, with an automatically detected substitution model, and visualized using iTOL (52–54). Bootstrap values are from 1,000 ultrafast calculations in IQ-Tree. The tree was manually annotated to reflect gene presence/absence according to the above analysis.

## RESULTS

### Genomic data suggest the CBB cycle is employed for methanol assimilation

Because multiple methanol assimilation modules have been characterized in the literature, we initially explored genomic data to identify potential pathways employed by strains *Bs*. 3456, *Bd*. 110, and *Sm.* 2011. All three strains lack key genes for both the serine cycle (*mtkA*, *mcl*) and RuMP pathway (*hps*, *phi*) (Tables S1 and S2), and the absence of these genes indicates that the serine and RuMP cycles are incomplete and cannot function in methanol assimilation in *Bs*. 3456, *Bd*. 110, and *Sm.* 2011. Other serine cycle genes, such as *glyA*, *sga*, and *mdh*, and RuMP pathway genes, including *rpi*, *glpx,* and *tkt*, that are present in these strains likely function in overlapping metabolic pathways, such as the citric acid cycle or the pentose phosphate pathway, respectively. However, all three strains possess genes predicted to encode the Ln-dependent dehydrogenase XoxF, the glutathione-linked oxidation pathway, various FDHs, and a complete CBB cycle (Tables S1 and S3). This suite of genes led us to hypothesize that strains *Bs*. 3456, *Bd*. 110, and *Sm.* 2011 can oxidize methanol to CO_2_ to generate energy, enabling them to assimilate either atmospheric or methanol-derived CO_2_ via the CBB cycle (Fig. 1).

The presence of *xoxF* homologs led us to search for appropriate accessory genes for Ln uptake in the organisms of interest. Homologs for genes of the *lut* (lanthanide utilization and transport) cluster from *Me*. AM1, including *lutA*, *B*, *E*, *F*, and *G*, encoding an ABC transport system and periplasmic proteins, can be found in all strains with 40%–60% identity, according to the BLAST function in MaGE (63). Homologs of *lutH*, the TonB-dependent outer membrane transporter, from *Bd*. 110 and *Bs*. 3456 exhibit lower similarity to the sequence from *Me*. AM1 than the other *lut* genes, and no obvious homolog can be found in *Sm.* 2011 using BLAST (Table S3). While it is possible that a *lut* cluster operates in these organisms, it is unlikely that they utilize the small molecule Ln chelator methylolanthanin for Ln solubilization, as none of the strains of interest encode clear homologs of *mllA-E* according to BLAST analysis in the MaGE database (64).

### Transcriptomics reveal upregulation of the proposed methanol assimilation genes

To identify genes likely to be involved in methanol metabolism, RNA-seq was performed on *Bs*. 3456 grown with either 15 mM succinate or 50 mM methanol as sole carbon sources, supplemented with 10 µM La in both conditions. 

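RNA from Bradyrhizobium sp. USDA 3456 was sequenced after growth with methanol + La or with succinate + La, with 3 replicates of each. According to the sample labels, 3 flasks per condition with 50 mL of medium were inoculated from precultures grown with succinate, and 40 mL were harvested from each. According to the paper's methods, the cultures were harvested at an OD600 of 0.3 with methanol and 0.7 with succinate, whereas the sample labels give a range of 0.5 to 1 for both. The authors removed rRNA with the Ribo-Zero Plus kit, aligned the reads to the genome with HISAT2, assembled them with StringTie and compared the conditions with DESeq2. The deposited tables hold raw counts and log2(FPKM + 1) for each gene and sample. The libraries were made with a stranded kit, and whether the counting used the strand is not given in the sources used here. Total counts on succinate were 14152409, 19155747 and 16735997 in replicates 1 to 3, and on methanol 19344126, 19252598 and 18813451. The paper states a depth of 12 M paired-end reads per sample, and the values here use the total counts.
The count table lists 10757 genes, of which 10280 had enough counts to be tested. Counts were normalized by TMM and compared with edgeR's quasi-likelihood test, which is two-sided, and p-values were adjusted over all genes tested. Levels are given as counts scaled to library size (CPM) after TMM, as mean ± SD with n = 3. The replicates are separate flasks, and whether they came from separate precultures is not given in the sources used here. Genes for rRNA held 29.2% ± 1.75 of the counts on succinate and 14.6% ± 1.80 on methanol (SD, n = 3). A single miscRNA gene, VIDU01_miscRNA46, held 11.8% ± 2.26 on succinate and 4.26% ± 1.76 on methanol. The 10 genes with the most counts over all 6 libraries together held 45.9% ± 3.02 of the counts on succinate and 28.3% ± 1.96 on methanol. Succinate replicate 1 resembled the other succinate replicates less (Spearman correlations across genes of 0.945 and 0.939) than these resembled each other (0.977), genes not being independent replicates. In counts simulated from these libraries, the test recovered 41.8% of genes with a 2-fold change, 95.5% with a 4-fold change and 98.5% with an 8-fold change, and called 6 of 10092 unchanged genes.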

When stringent cut-offs of log_2_ fold change greater than 2 and −log_10_ q-value greater than 7 were applied, 453 genes were identified as upregulated in the methanol condition compared to the succinate condition. 

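At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 2305 genes were higher on methanol and 2334 were lower, of 10280 tested. The 8 genes with the largest increases carry consecutive IDs, from VIDU01_10119 to VIDU01_10126, and they include the RuBisCO genes cbbL and cbbS, the transketolase gene tkt, the phosphoribulokinase gene prk and the RuBisCO regulator gene cbbX. Subunit genes of the NAD-dependent formate dehydrogenase ranked 10, 11, 15 and 25, and xoxF ranked 23. In 5715 of the 10280 genes tested, every methanol replicate lay on the same side of every succinate replicate, which chance gives for 10% of genes. With an absolute log2 fold change over 2 and an adjusted p under 1e-07, edgeR passed 10 genes as higher and 0 as lower, where 571 genes had a log2 fold change under -2 at an unadjusted p under 0.05. DESeq2 on the same counts passed 453 as higher and 331 as lower, and limma-voom passed 33 and 6. Of the genes called by edgeR 49.7% were higher, against 38.4% with upper-quartile factors and 63.4% with limma on log2(FPKM + 1).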

Several genes necessary for methanol metabolism were among the most highly upregulated, including the methanol dehydrogenase *xoxF* (VIDU01_860227, 59-fold upregulation) and putative methanol dehydrogenase-associated cytochrome *xoxG* (VIDU01_860228, 43-fold) for methanol oxidation. 

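Both genes of methanol oxidation were higher on methanol in every replicate. The gene xoxF, for the lanthanide-dependent methanol dehydrogenase, rose from 379 ± 83.2 CPM on succinate to 21963 ± 2935 CPM on methanol (SD, n = 3), a change of 58.0-fold (log2 fold change 5.86, SE 0.33, adjusted p = 3.2e-07 from edgeR's quasi-likelihood test). The cytochrome c gene xoxG rose from 12.0 ± 3.12 to 503 ± 92.0 CPM, a change of 41.8-fold (log2 fold change 5.39, SE 0.29, adjusted p = 2.5e-07 from the same test). In the authors' FPKM, xoxF went from 146 to 9944 and xoxG from 16.1 to 788. The coding sequence of xoxF lies on contig 8 from 193293 to 195098 of the RefSeq annotation of the same assembly, and that of xoxG follows it from 195209 to 195700. Of these 2 genes, 2 were higher (2 when adjusted over the list alone). The paper reports both increases from the same samples. With 3 replicates against 3, complete separation gives p = 0.1 in a two-sided exact permutation test, the smallest p that this design allows.

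**Figure D1:**
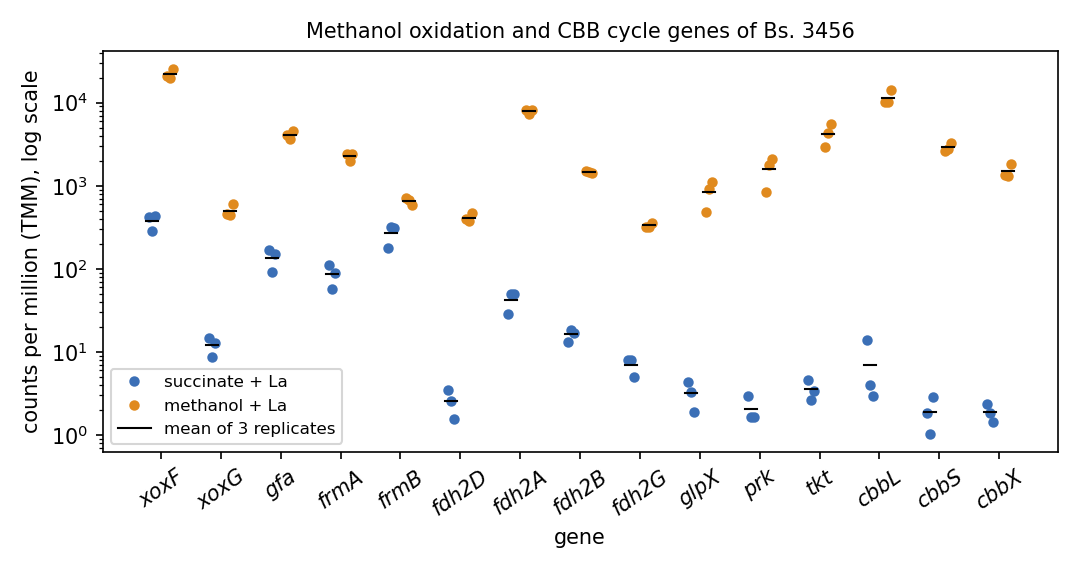
CPM after TMM on a log axis for genes of methanol oxidation, formaldehyde oxidation, formate oxidation and the CBB cycle in Bs. 3456. Each point is 1 replicate on succinate + La (blue) or methanol + La (orange), and each bar is the mean of 3 replicates. For all of the genes drawn, the 3 methanol points lie above the 3 succinate points, with xoxF at 21963 CPM on methanol as the highest mean.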

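Genes for each step from formaldehyde to CO2 were higher on methanol. The gene gfa, for a glutathione-dependent formaldehyde-activating enzyme, rose from 137 ± 40.6 to 4086 ± 459 CPM (SD, n = 3), a change of 29.9-fold (log2 fold change 4.90, SE 0.31, adjusted p = 7.0e-07 from edgeR's quasi-likelihood test). The gene frmA, for S-(hydroxymethyl)glutathione dehydrogenase, rose 26.6-fold from 85.6 ± 26.5 to 2275 ± 236 CPM (adjusted p = 7.4e-07 from the same test). The S-formylglutathione hydrolase gene frmB, which lies on contig 8 from 168326 to 169171, had a smaller log2 fold change of 1.29 (SE 0.25, adjusted p = 0.00171). The genes frmA and gfa lie together on the same contig, from 195761 to 196870 and from 196904 to 197467. All 3 genes of this pathway were higher (3 when adjusted over the list alone), and the list moved against the other genes in limma's camera test (adjusted p = 0.00471), a call that was lost at an adjusted p = 0.123 with an estimated correlation. The paper reports the increases of gfa and frmA from the same samples.
Among the subunit genes of the NAD-dependent formate dehydrogenase on contig 1, fdh2A rose from 42.3 ± 12.1 to 7914 ± 464 CPM, a change of 187-fold (log2 fold change 7.54, SE 0.35, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test). The changes were 163-fold for fdh2D (log2 SE 0.32), 89.0-fold for fdh2B (log2 SE 0.26) and 47.4-fold for fdh2G (log2 SE 0.26). All 4 were higher (4 when adjusted over the list alone), and the paper reports these increases from the same samples. Their camera adjusted p was 1.5e-05, and the adjusted p = 0.0903 with an estimated correlation did not pass. Of the 3 other formate dehydrogenases of Table S3, fdh1A, whose enzyme contains tungsten, had a log2 fold change of 1.86 (SE 0.23), fdh3A 1.02 (SE 0.33, adjusted p = 0.0250 from edgeR's test) and fdh4A -1.44 (SE 0.36). Of these 3 genes, 2 were higher and 1 was lower, and the counts were 2 and 1 when adjusted over the list alone. Their list did not pass camera's test (adjusted p = 0.629; adjusted p = 0.701 with an estimated correlation). The replicates of fdh3A overlapped between the conditions, and its call was lost with the replicate number as a block (log2 fold change 0.89). The call of fdh3A was lost with upper-quartile factors (log2 fold change 0.81), and without succinate replicate 2 (1.06), succinate replicate 3 (0.93) or methanol replicate 3 (0.51), and that of fdh4A in the 4 settings with limma on FPKM (-0.68 on log2(FPKM + 1) with each filter and -1.09 on log2(FPKM + 0.1)).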

GSH-linked formaldehyde oxidation genes *gfa* (VIDU01_860230, 30-fold) and *frmA* (VIDU01_860229, 27-fold) were upregulated, as were genes for NAD^+^-dependent formate dehydrogenase subunits alpha, beta, delta, and gamma (VIDU01_10810, 10811, 10808, and 10812, respectively, with 189-, 90-, 166-, and 48-fold upregulation, respectively). 

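The genes glpX, prk, tkt, cbbL, cbbS and cbbX of Table S1, which gives no pathways, were taken here as CBB cycle genes. They were among the 8 genes with the largest increases of all genes tested. The gene cbbL, for the large subunit of RuBisCO, rose from 6.90 ± 5.99 CPM on succinate to 11464 ± 2199 CPM on methanol (SD, n = 3), a change of 1673-fold (log2 fold change 10.71, SE 0.68, adjusted p = 7.7e-07 from edgeR's quasi-likelihood test). Its log2 fold change was 11.69 without succinate replicate 1. The small subunit gene cbbS rose 1534-fold, from 1.92 ± 0.915 to 2917 ± 344 CPM (log2 fold change 10.58, SE 0.43). The transketolase gene tkt rose 1201-fold (log2 SE 0.42), the RuBisCO regulator gene cbbX 789.6-fold (log2 SE 0.34) and the fructose bisphosphatase gene glpX 260.3-fold (log2 SE 0.45). The coding sequences of cbbL and cbbS lie on contig 1 of the RefSeq annotation, from 125544 to 127004 and from 127016 to 127423. All 6 CBB cycle genes of Table S1 were higher (6 when adjusted over the list alone), and the paper reports increases of cbbL, cbbS and other CBB cycle genes from the same samples. The list moved against the other genes in limma's camera test (adjusted p = 1.3e-07), and not at an adjusted p = 0.123 with an estimated correlation.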

Genes for the large and small subunits of RuBisCO, *cbbL* (VIDU01_10123, 1,709-fold) and *cbbS* (VIDU01_10124, 1,563-fold), and other genes of the CBB cycle were upregulated, allowing for CO_2_ fixation (Fig. 2). Genes potentially involved in the serine/EMC cycle or the RuMP pathway are either downregulated or do not change in expression in *Bs*. 3456 during growth with methanol vs succinate (log_2_ fold change of 1.5 or less). This includes serine cycle and EMC pathway genes such as *glyA* (VIDU01_310356), *ppc* (VIDU01_10600), *mdh* (VIDU01_270073), *ccr* (VIDU01_510004), as well as *icl* (VIDU01_320092) and *ms* (VIDU01_640301) from the glyoxylate shunt.

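Of 7 genes of the serine cycle and the EMC pathway in Table S2, 4 were higher on methanol, 1 was lower and 2 did not pass the test, with the same counts when adjusted over the list alone. At this threshold, 2305 of all 10280 genes tested were higher and 2334 lower. All 7 log2 fold changes lay under the limit that the paper gives for no change. The gene glyA, for glycine hydroxymethyltransferase, had the largest increase, with 273 ± 37.5 CPM on succinate and 537 ± 126 CPM on methanol (SD, n = 3; log2 fold change 0.98, SE 0.22, adjusted p = 0.00453 from edgeR's quasi-likelihood test). The PEP carboxylase gene ppc had a log2 fold change of 0.90 (SE 0.19, adjusted p = 0.00276), and the propionyl-CoA carboxylase gene pccA one of 0.83 (SE 0.21, adjusted p = 0.00711). The methylmalonyl-CoA mutase gene mcmA was at 0.53 (SE 0.19, adjusted p = 0.0437), a call lost with upper-quartile factors (0.33), with at least 10 counts in every library (0.49) and without succinate replicate 1 (0.40), succinate replicate 2 (0.59) or any of methanol replicates 1 to 3 (0.55, 0.49 and 0.55). The call of mcmA was also lost with the replicate number as a block (0.54). The serine-glyoxylate aminotransferase gene sga was lower (-0.87, SE 0.19). The malate dehydrogenase gene mdh (0.30, SE 0.24, adjusted p = 0.345) and the crotonyl-CoA carboxylase/reductase gene ccr (-0.42, SE 0.24, adjusted p = 0.173) did not pass. The list as a whole did not pass the test against the other genes (camera adjusted p = 0.366; adjusted p = 0.512 with an estimated correlation).
Both glyoxylate shunt genes were higher (2 of 2, and 2 when adjusted over the list alone), with log2 fold changes in the main fit under the paper's limit for no change. The isocitrate lyase gene icl had a log2 fold change of 1.45 (SE 0.38, adjusted p = 0.00968 from edgeR's quasi-likelihood test), which was 2.13 without succinate replicate 1, and the malate synthase gene ms one of 0.69 (SE 0.19, adjusted p = 0.0106). Of the RuMP pathway genes of Table S2, glpX (log2 fold change 8.02) and tkt (10.23) were higher, and both were also counted here as CBB cycle genes. Of 3 other H4F and RuMP genes, purU was at -0.19 (SE 0.20), folD at -0.20 (SE 0.28) and rpi, for ribose 5-phosphate isomerase, at 0.04 (SE 0.21). edgeR called 0 of them, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and DESeq2 called 0. Their list did not pass either (camera adjusted p = 0.776; adjusted p = 0.875 with an estimated correlation).

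**Figure D2:**
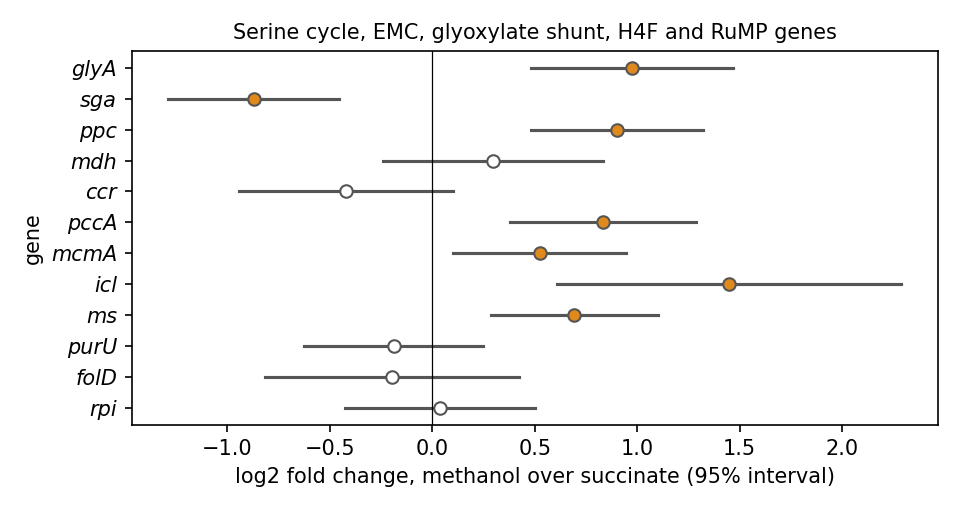
Log2 fold change of methanol over succinate with its 95% interval for genes of the serine cycle, the EMC pathway, the glyoxylate shunt, and the H4F and RuMP pathways except glpX and tkt. Filled points passed edgeR's quasi-likelihood test at an adjusted p under 0.05 and open points did not. The values run from -0.87 for sga to 1.45 for icl.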

### Identification of XoxFs driving light Ln-dependent methanol oxidation

The ability to assimilate methanol was expected for *Bd*. 110 due to prior reports in the literature (13). Here, we show that *Bd*. 110, *Bs*. 3456, and *Sm*. 2011 grow with methanol only when light Lns are present, unlike wild-type *Me*. AM1, which encodes both *mxaF* and *xoxF* and grows in the presence and absence of Lns (Fig. 3A; Fig. S1). Higher concentrations of Lns support faster growth rates and higher final yields, with maxima observed at 1 μM–10 μM La (Fig. 3). In addition to the presence of Lns, *Bd*. 110 required sealed Balch-style tubes for growth with methanol (Fig. S2), but further increasing the CO_2_ levels to 0.08, 0.2, or 5% (vol/vol) in the headspace did not further increase growth rate or final yield (data not shown).

**Fig 3:**
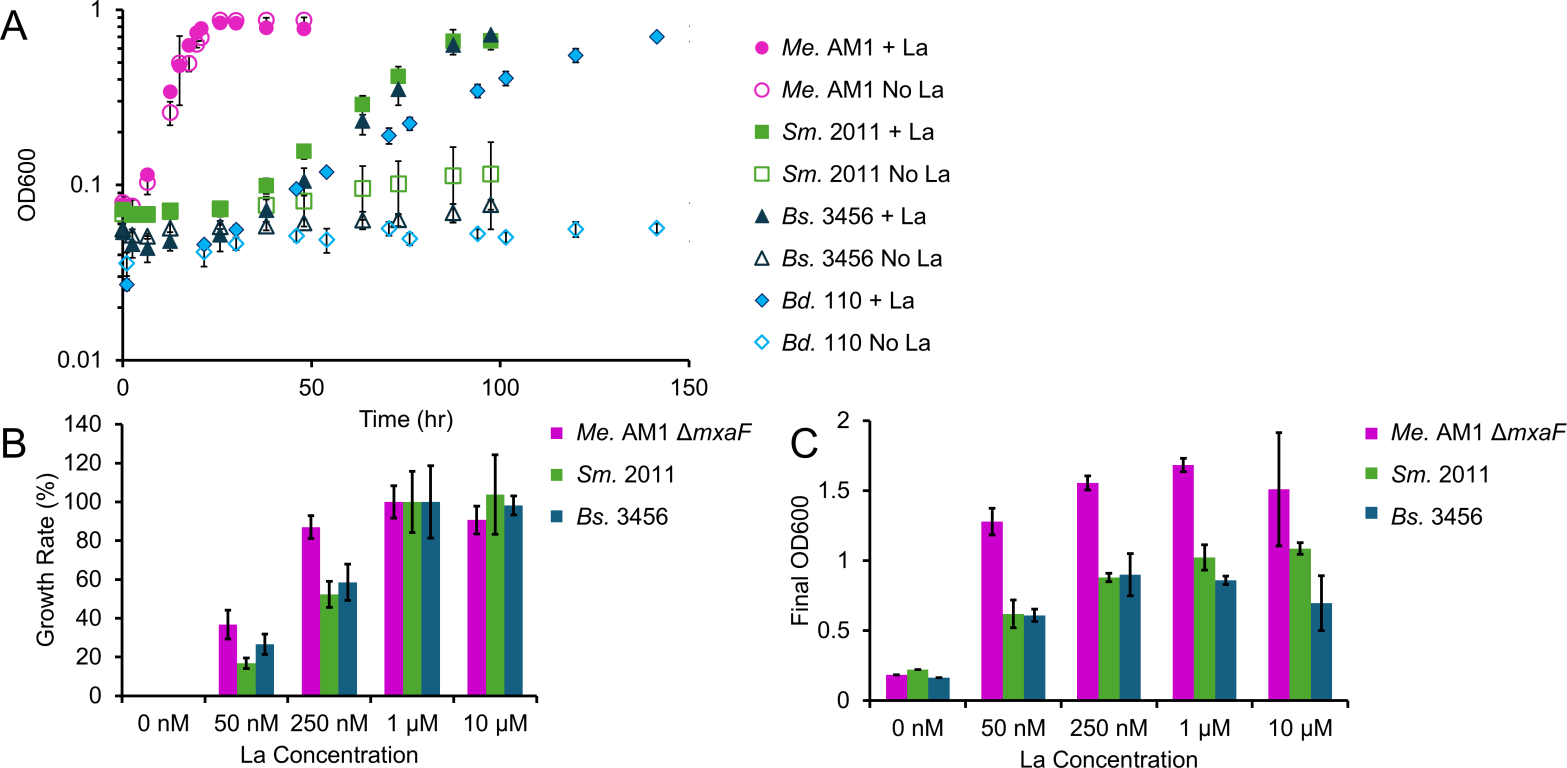
Phenotypic evidence for XoxF as a methanol dehydrogenase involved in Ln-dependent growth with methanol. (**A**) Growth of wild-type *Me*. AM1 (pink circle), *Sm*. 2011, (green squares), *Bs*. 3456 (dark blue triangles), and *Bd*. 110 (light blue diamonds) with 50 mM methanol with (filled) and without (unfilled) 10 µM LaCl_3_. No significant differences in growth rate were found for *Me*. AM1 ± La. Differences were significant ± La for strains *Bs*. 3456, *Bd*. 110, and *Sm.* 2011 (*P* ≤ 0.001 ± La according to a two-tailed *t*-test). Error bars indicate the standard deviation of three replicates. (**B**) Relative growth rates and (**C**) final yields for growth with 50 mM methanol with increased concentrations of LaCl_3_ for *Bs*. 3456, *Sm*.2011, and *Me*. AM1 Δ*mxaF* (relies solely on Ln-dependent PQQ-DHs). Error bars indicate the standard deviation of three replicates. According to a two-tailed Student’s *t*-test, all strains exhibit a statistically significant (*P* ≤ 0.05) difference in growth rate across all lanthanum concentrations, except for the 1 vs 10 µM comparison, and all strains exhibit a statistically significant (*P* ≤ 0.05) difference in final OD across all lanthanum concentration comparisons, except for 50 nM vs 10 µM, 250 nM vs 1 µM, and 250 nM vs 10 µM for *Bs*. 3456, 250 nM vs 1 µM and 1 µM vs 10 µM for *Sm*. 2011, and 5 nM vs 10 µM, 250 nM vs 1 µM, and 1 µM vs 10 µM for *Me*. AM1.

Potential XoxF homologs from *Bs*. 3456, *Bd*. 110, and *Sm*. 2011 were compared to the crystal structure of XoxF1 from *Me*. AM1 (PDB structure 6OC6). *Me*. AM1 encodes three different Ln-dependent dehydrogenases, but XoxF1 is the principal PQQ-MDH for methanol oxidation (15). Similarly, *Bd*. 110, *Bs*. 3456, and *Sm*. 2011 each encode multiple predicted Ln-dependent PQQ dehydrogenases (Fig. S3). 

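In Bs. 3456, xoxF had the largest increase from succinate + La to methanol + La of the 8 PQQ dehydrogenases shown in Fig. S3, with a 95% interval of its log2 fold change from 5.14 to 6.58. The gene exaF, for a lanthanide-dependent ethanol dehydrogenase, rose 4.07-fold, from 62.4 ± 23.8 to 254 ± 101 CPM (SD, n = 3; log2 fold change 2.02, SE 0.33, adjusted p = 4.9e-04 from edgeR's quasi-likelihood test). VIDU01_640205, labelled ADH in Fig. S3, had the largest increase after xoxF and rose more than exaF. Its log2 fold change was 2.79 (95% interval 1.91 to 3.66), and 2.06 without methanol replicate 3. VIDU01_860235, which the legend of Fig. 4 calls a xoxF homolog, was the most abundant of these transcripts on succinate, at 732 ± 179 CPM on succinate and 1049 ± 352 CPM on methanol, and did not pass the test (log2 fold change 0.52, SE 0.28, adjusted p = 0.156). VIDU01_420373 did not pass either (0.53, SE 0.25, adjusted p = 0.103). The genes VIDU01_750403 (-1.53, SE 0.25), VIDU01_450002 (-1.48, SE 0.30) and VIDU01_750398 (-1.45, SE 0.26) were lower on methanol, from levels on succinate of 17.4, 8.68 and 28.3 CPM. Of the 4 PQQ dehydrogenases that the text and legends name by ID, which are xoxF, exaF, VIDU01_860235 and VIDU01_450002, 2 were higher, 1 was lower and 1 did not pass, with the same counts when adjusted over the list alone. The list did not pass the test against the other genes (camera adjusted p = 0.281; adjusted p = 0.512 with an estimated correlation).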

We identified one homolog from each organism that has the highest sequence similarity to XoxF1 and XoxF2 from *Me* AM1. Notably, for *Bs*. 3456, the closest XoxF homolog (VIDU01_860227) is also the most highly upregulated PQQ dehydrogenase transcript (60-fold upregulation) during growth with methanol and La compared to succinate and La (Fig. 2). All XoxF homologs were 601–602 amino acids in length and shared approximately 75% identity with XoxF1 and XoxF2 from *Me*. AM1. When modeled in AlphaFold 3, all structures were predicted with >90% confidence, except for an approximately 25 amino acid sequence at the N-terminus that is predicted to be a signaling peptide that promotes trafficking to the periplasmic space, according to InterPro (65). The presence and orientation of residues in the active site is particularly important for substrate specificity and for the ability to bind Ln^3+^. A model of VIDU01_860227 is shown compared to XoxF1 from *Me*. AM1, and a magnified view highlights the conserved orientation of the predicted catalytic aspartate and the Ln-binding aspartate (pink) (Fig. S3). The putative XoxFs from *Bd*. 110 and *Sm*. 2011 adopt a similar overall fold and active site conformation.

### GSH-linked genes are adjacent to *xoxF*, and the GSH-linked pathway for formaldehyde oxidation is active during growth with methanol

Based on genomic evidence from all strains and transcriptomic evidence from *Bs*. 3456, we predicted that the GSH-linked oxidation pathway was used to oxidize formaldehyde to formate during growth with methanol (Fig. 2; Table S2). In addition, visualizing the genomic content of GSH-linked oxidation pathway components (*gfa*, *frmA*, *frmB*) indicates that these genes cluster with *xoxF* homologs in *Sm*. 2011, *Bd*. 110, and *Bs*. 3456 (Fig. 4A). A similar organization is observed in select *Paracoccus denitrificans* and *Rhodobacter sphaeroides,* and *Sinorhizobium medicae* strains. In organisms that do not use the GSH-linked oxidation pathway, like *Me*. AM1 and *Xanthobacter autotrophicus*, *mtdA* and *fch* are involved in formaldehyde metabolism and are adjacent to *xoxF* homologs in their respective organisms. This conserved organization suggests an evolutionary pressure to co-regulate these genes across divergent organisms and pathways.

**Fig 4:**
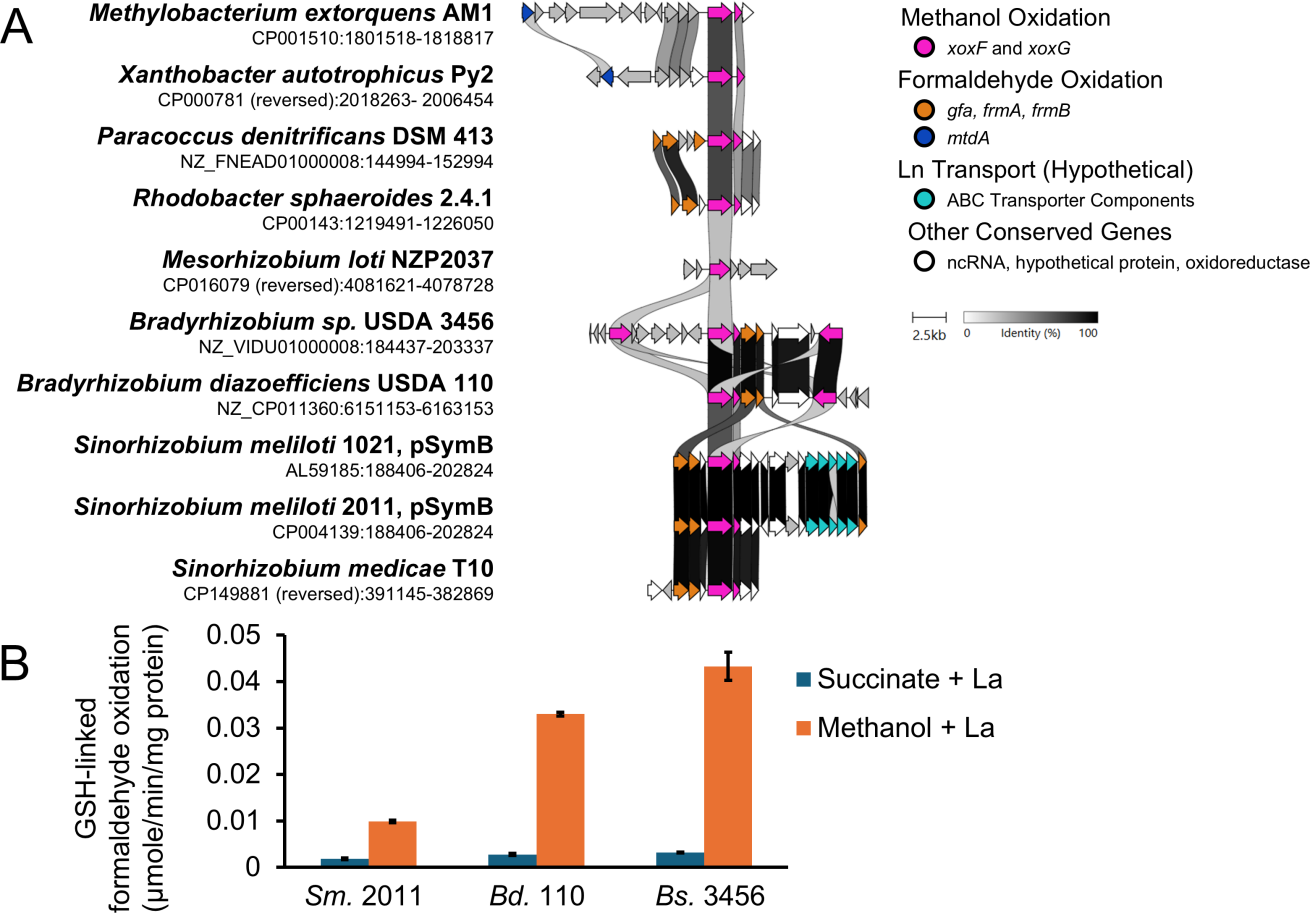
GSH-linked pathway implicated in methanol metabolism. (**A**) Visualization of the region surrounding *xoxF* homologs in select Alphaproteobacteria generated using Clinker on the CAGECAT web server (57, 58). Arrows represent genes. Colored arrows represent genes implicated in methanol metabolism with greater than 30% sequence similarity with homologs from other selected strains. Genes represented by white arrows have homologs in the data set, but no known role in methanol metabolism. Genes in gray have less than 30% similarity to other genes in this data set. Homologous genes are connected by ribbons, and darker ribbon color indicates higher similarity. Note that *Bs*. 3456 encodes three *xoxF* homologs in the selected region (VIDU01_860219, 860227, and 860235), and *Bs*. 110 encodes two *xoxF* homologs (AAV28_28625 and 28655) in the selected region. Genome accession numbers and coordinates are indicated below each strain name. (**B**) NADH-linked activity assay for glutathione-dependent formaldehyde dehydrogenase activity. All strains exhibit a statistically significant (*P* ≤ 0.001) difference in activity between succinate- (blue) and methanol-grown (orange) cultures according to a two-tailed Student’s *t*-test. Error bars indicate the standard deviation of three replicates.

We used the GSH-linked oxidation assay, which monitors NADH produced by the GSH-dependent formaldehyde dehydrogenase, FrmA, to demonstrate that the GSH-dependent formaldehyde oxidation pathway is functional during growth with methanol. Lysates from *Sm.* 2011, *Bs*. 3456, and *Bd*. 110 cells grown with methanol have 5, 11, and 13 times greater GSH-dependent formaldehyde oxidation activity, respectively, compared to lysates from cells grown with succinate (Fig. 4B). Notably, activity from *Sm.* 2011 extracts grown with methanol is only 25% of the activity observed with *Bs*. 3456 extracts grown with methanol.

### NAD^+^-dependent FDH activity is elevated during growth with methanol

FDH activity is needed to generate NADH and produce CO_2_ for carbon assimilation via the CBB cycle. To determine whether apparent FDH activity was greater in cells grown with methanol versus succinate, we employed a formate dehydrogenase activity assay to quantify the ability of cell lysates to convert formate to CO_2_. *Me*. AM1 encodes four FDHs with redundant activity (26), and one or more homologs of each FDH type is found in the *Bd*. 110 and *Bs*. 3456 genomes (Table S3). In contrast, a single NAD^+^-dependent homolog of Fdh2A was identified in *Sm.* 2011 (Table S3). As expected, for all strains, there was greater FDH activity in lysates from cells grown with methanol than those grown with succinate (Fig. 5). Activity in methanol-grown cultures, compared to succinate-grown cultures, was eightfold greater for *Bd*. 110 and 16-fold greater for *Bs*. 3456. FDH activity observed from *Sm.* 2011 lysates grown with methanol was less than 10% of that observed for *Bs*. 3456, but activity from *Sm.* 2011 cultures was twofold higher in methanol-grown cultures than succinate-grown cultures.

**Fig 5:**
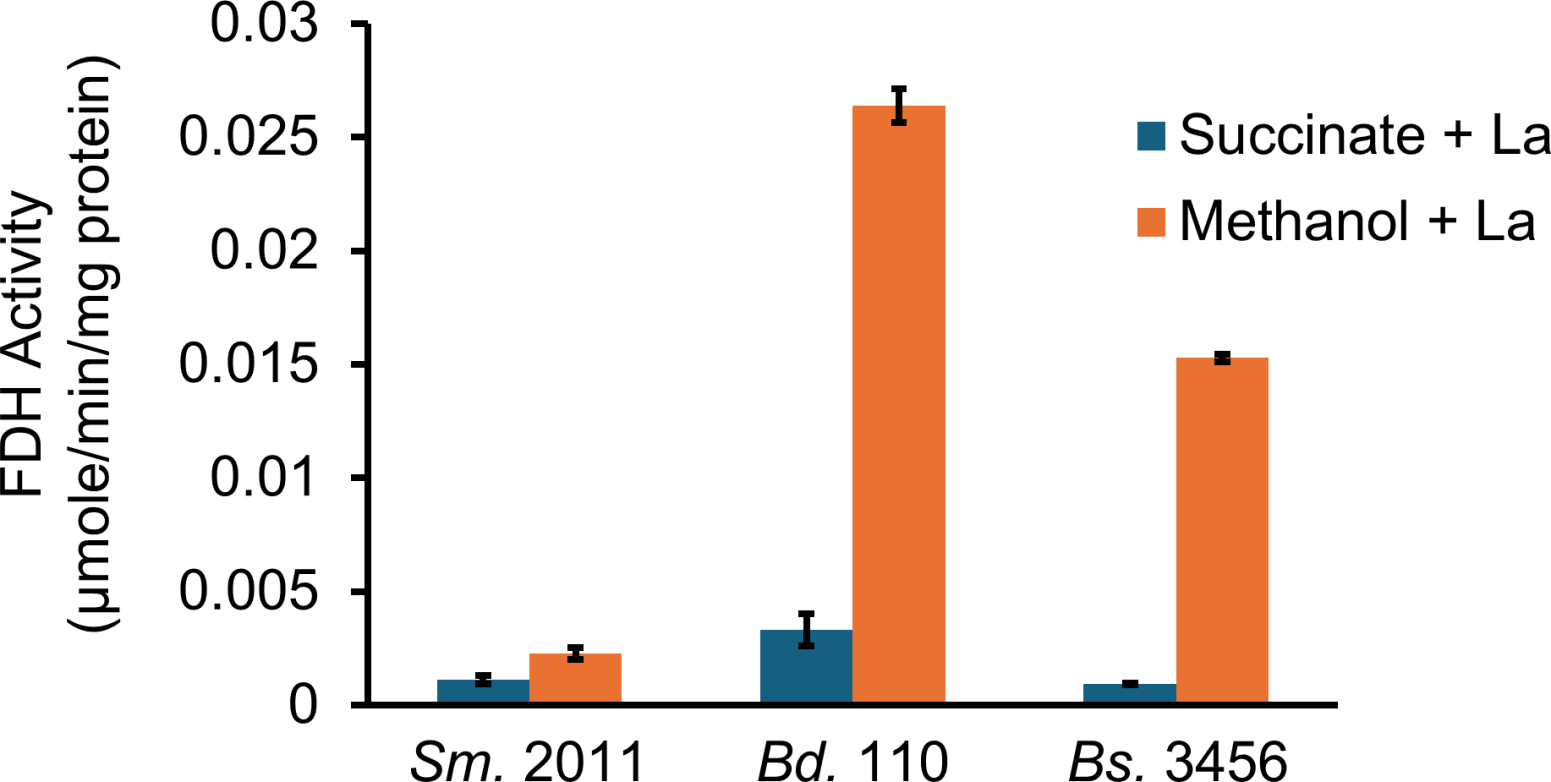
NAD^+^-dependent formate dehydrogenase activity assay. All strains exhibit a statistically significant (*P* ≤ 0.005) difference in activity between (blue) and methanol (orange) grown cultures according to a two-tailed Student’s *t*-test. Error bars indicate the standard deviation of three replicates.

### The CBB cycle is used for assimilation during growth with methanol

Formate oxidation by FDHs generates CO_2_, which we hypothesized is assimilated via the CBB cycle. Our transcriptomics from *Bs*. 3456 indicate that the CBB cycle is upregulated during growth with methanol compared to with succinate, with approximately 1,600-fold upregulation of *cbbL* and *cbbS*, and 540-fold and 770-fold upregulation of *rpe* and *prk*, respectively (Fig. 2). 

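The phosphoribulokinase gene prk rose 763-fold, from 2.08 ± 0.767 CPM on succinate to 1575 ± 651 CPM on methanol (SD, n = 3; log2 fold change 9.57, SE 0.48, adjusted p = 1.8e-07 from edgeR's quasi-likelihood test). Its coding sequence lies on contig 1 from 121499 to 122374, between those of glpX and tkt. The CBB cluster, taken here by ID number alone, holds 9 consecutive IDs, all of which were higher on methanol. The first of them, VIDU01_10118, was 2.24-fold higher (log2 fold change 1.16, SE 0.32, adjusted p = 0.0117 from the same test), and the other 8 are the genes with the largest increases. VIDU01_10122 rose 559-fold (log2 fold change 9.13, SE 0.35, adjusted p = 5.9e-08 from the same test) and VIDU01_10126 rose 533-fold (log2 fold change 9.06, SE 0.30, adjusted p = 3.8e-08). The files used here do not pair these IDs with names, and no value is given for rpe. In the authors' FPKM, prk went from 1.64 to 1473 and cbbL from 3.34 to 6417.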

To validate a functional CBB cycle, the presence of the large subunit of RuBisCO (CbbL) was confirmed in all our organisms of interest during growth with methanol via mass spectrometry by analyzing bands at approximately 55 kDa from all samples grown with methanol (Fig. 6; Fig. S4). A type IC RuBisCO was detected in all of these samples with 28%–49% coverage of the CbbL sequence. Unlike the *Bradyrhizobium*, *Sm*. 2011 encodes both a type IC RuBisCO (SM2011_b20198) and a type II RuBisCO (SM2011_b20393), characterized by lower specificity for CO_2_ over O₂ compared to type IC (66), but only the type IC was detected in this data set.

**Fig 6:**
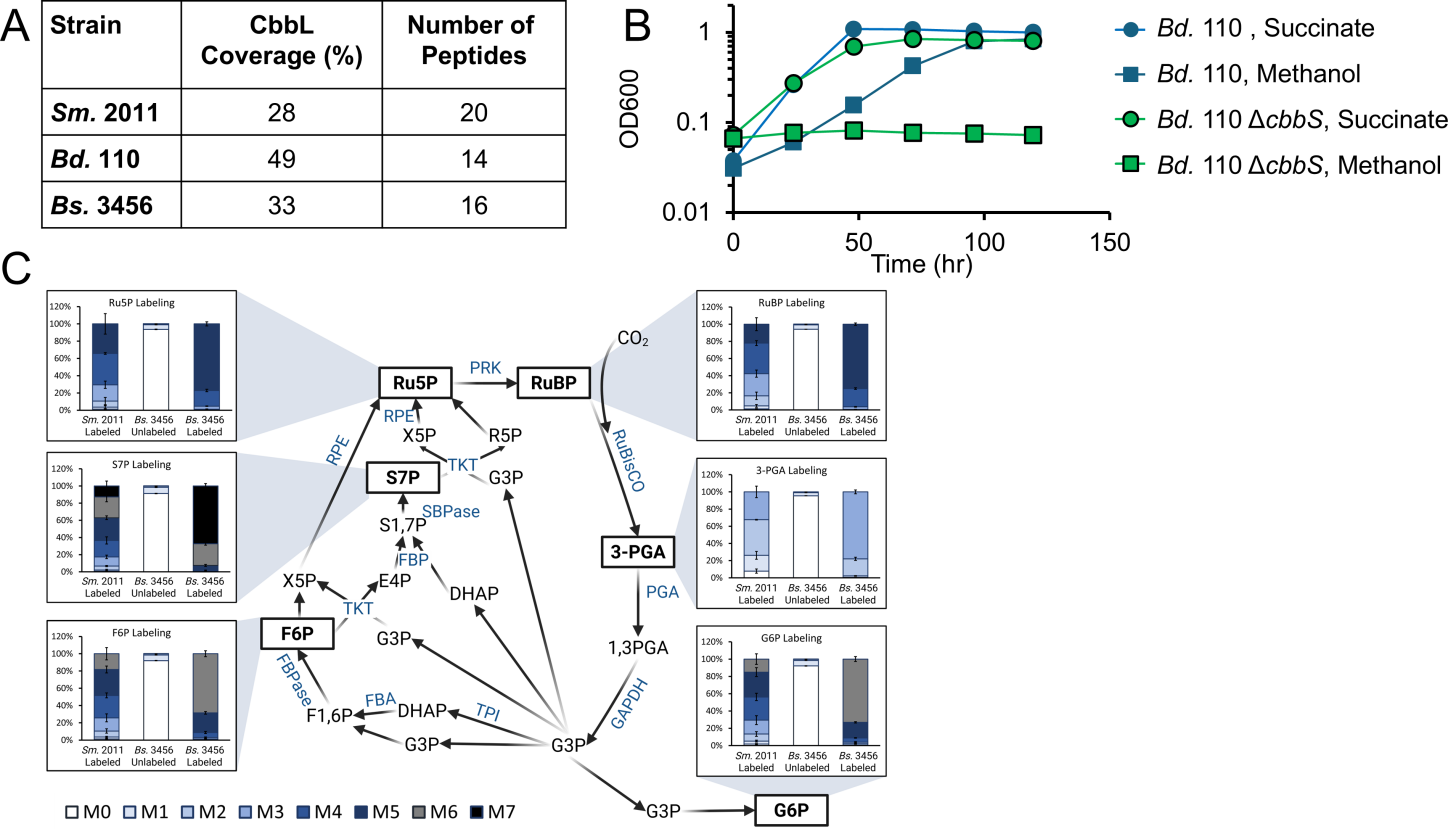
Involvement of the CBB cycle in methanol metabolism. (**A**) Coverage and number of peptides from RuBisCO detected in methanol-grown lysates of *Bd*. 110, *Bs*. 3456, and *Sm.* 2011 via gel digestion LC-MS. (**B**) Growth of wild-type (blue) and Δ*cbbS Bs*. 110 (green) with 15 mM succinate + 10 µM La (circles) and 50 mM methanol + 10 µM La (squares) in sealed Balch-style tubes. Error bars indicate the standard deviation of three replicates. (**C**) The percentage of each mass isotopomer for six different analytes is depicted for labeled *Sm.* 2011, unlabeled *Bs*. 3456*,* and labeled *Bs*. 3456. Error bars indicate the standard deviation of three replicates. The isotopomer color-coding key at the bottom holds true for all analytes. Metabolites are spatially organized according to their role in the canonical CBB cycle, and relative isotopomer abundance is shown near each measured metabolite. Data are the result of three biological replicates analyzed via reverse-phase anion-exchange LC-MS utilizing multiple reaction monitoring. Metabolites are given in black, and enzymes are shown in blue. Metabolites with a box around them have previously been detected via this method and were analyzed in this experiment.

The essentiality of RuBisCO, and by extension the CBB cycle, for growth of *Bd*. 110 with methanol was also confirmed genetically by constructing an in-frame markerless deletion of the complete coding sequence for the small subunit of RuBisCO (*cbbS*) in *Bd*. 110. *Bd*. 110 Δ*cbbS* was unable to grow with methanol across three biological replicates (Fig. 6B). *Bd*. 110 Δ*cbbS* was still able to grow with succinate at levels similar to wild type, indicating that lack of growth with methanol is due to the assimilatory role of RuBisCO, and not due to non-specific deficits of this strain. Due to challenges with molecular cloning in strains *Bs*. 3456 and *Sm.* 2011, deletions of *cbbS* could not be generated and alternative approaches were employed to provide evidence for operation of the CBB cycle in these strains.

*Bs*. 3456 and *Sm.* 2011 were fed ^13^C-methanol, and incorporation of labeled carbon into CBB cycle intermediates was used for confirmation of CBB cycle activity. All flasks were sealed during growth with ^13^C-methanol to prevent the escape of ^13^CO_2_, and cultures of *Bs*. 3456 and *Sm.* 2011 fed with ^13^C-methanol underwent multiple doublings, 2.6 for *Sm.* 2011 and 6.2 for *Bs*. 3456, leading to a high degree of ^13^C labeling in the analytes of interest. All CBB cycle metabolites of interest (R5P, RuBP, 3PGA, G6P, F6P, and S7P) were successfully detected and labeled in cultures of *Bs*. 3456 and *Sm.* 2011 fed ^13^C-methanol (Fig. 6C). For *Bs*. 3456 and *Sm.* 2011 samples, less than 2% of the M0 mass isotopomer remained for all analytes, indicating a high degree of label incorporation. For *Bs*. 3456, the heaviest possible isotopomer was the most prevalent for each analyte, whereas the second heaviest was most prevalent for *Sm.* 2011, consistent with fewer doublings from *Sm.* 2011. Unlabeled controls from *Bs*. 3456 cultures fed ^12^C-methanol exhibited labeling patterns consistent with the isotopic distribution of unenriched carbon and with the observed isotopomer distributions of the unlabeled external standards.

### Genomic analyses suggest that the capacity for XoxF-CBB metabolism is prevalent among *Bradyrhizobium, Mesorhizobium,* and *Sinorhizobium*

To address whether the XoxF-CBB pathway is widespread within Alphaproteobacteria, diverse members of the *Rhizobiales* clade were queried for the presence of methanol assimilation genes. As a control, genomes of *Methylobacterium* strains were analyzed using the same methodology and the four *Methylobacterium* strains tested encode genes of the H_4_MPT pathway, serine cycle, and EMC pathway. All tested members of the *Mesorhizobium*, *Sinorhizobium*, and *Bradyrhizobium* clades lack key genes for the complete serine/EMC pathway. None of the selected strains encode a homolog of hexulose-6 phosphate synthase, and only *Mesorhizobium* sp. NZP2037 encodes a copy of 6-phospho 3-hexuloisomerase for operation of the RuMP pathway (data not shown). However, many of these strains are predicted to encode genes for XoxF, the GSH-linked pathway, FDHs, and the CBB cycle (Fig. 7).

**Fig 7:**
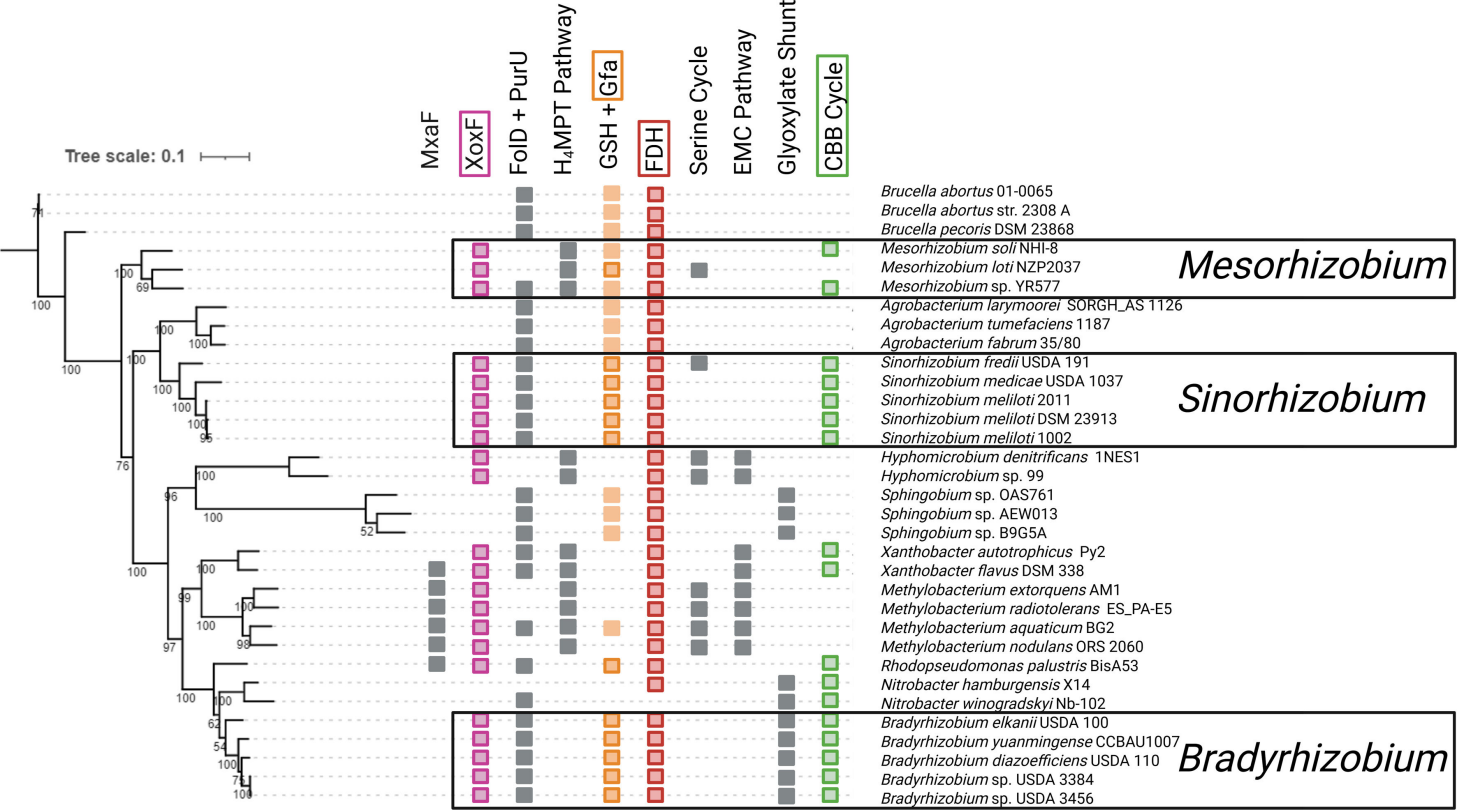
Genomic analyses suggest that the XoxF-CBB pathway for methanol metabolism is widespread among the *Rhizobiales*. Representative *Rhizobiales* were randomly selected from the IMG database, and the phylogenetic tree was constructed using amino acid sequences of RpoB with bootstrap values given at each node. Squares represent the presence of select genes and pathways; no square indicates that no homologs could be found with the given EC number annotated or with >50% sequence identity with the queries indicated in the methods. Steps of the XoxF-CBB pathway are indicated using colored squares, and gray squares are used for other potential methanol assimilation pathways. For the GSH-linked oxidation pathway, plain orange boxes indicate that only *frmA* and *frmB* homologs could be found, while those with a dark orange border also encode *gfa* homologs. None of the selected strains encode both *phi* and *hps* to operate the RuMP pathway. Created in https://BioRender.com.

## DISCUSSION

Lns are being introduced, both intentionally and inadvertently, at variable concentrations into agricultural soils via commercial fertilizers, making it important to understand how these metals might influence the growth of microbes and, consequently, the productivity of crops (67). The role of Lns in methanol metabolism of the model methylotroph *M. extorquens* has been extensively characterized *in vitro*, and *in planta* studies have determined that *xoxF* is expressed in the plant phyllosphere and confers competitive advantages (9, 15, 64, 68, 69). The effects of Lns on *Rhizobiales*-plant interactions have not yet been characterized, but methanol metabolism of *Methylobacterium nodulans* has been shown to increase the growth of *Crotalaria podocarpa*, raising the potential for similar beneficial effects with other nodule-forming bacteria (70). Lns have been shown to enable growth with methanol in *Bradyrhizobium*, but the pathway enabling growth with methanol and the extent of this metabolism among nitrogen-fixing *Rhizobiales* has yet to be determined (12, 13), despite their essential roles as rhizosphere plant symbionts. Here, transcriptomic, biochemical, metabolomic, and bioinformatic evidence demonstrates that the characterized *Bradyrhizobium* and *Sinorhizobium* strains oxidize methanol using the Ln-dependent PQQ-MDH XoxF, oxidize formaldehyde using the GSH-linked oxidation pathway, oxidize formate via FDHs, and assimilate carbon as CO_2_ using the CBB cycle.

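As shares of all counts, the modules from methanol oxidation to CO2 fixation were small on succinate and larger on methanol. The gene xoxF held 0.0350% ± 0.00711 of the counts on succinate and 2.37% ± 0.299 on methanol (SD, n = 3). The GSH-linked pathway genes gfa, frmA and frmB held 0.0456% ± 0.00259 and 0.757% ± 0.0615, the subunit genes of the NAD-dependent formate dehydrogenase 0.00632% ± 0.00121 and 1.09% ± 0.0453, and the 6 CBB cycle genes 0.00183% ± 0.000893 and 2.43% ± 0.515. Together with xoxG, these genes held 0.0898% ± 0.00709 of the counts on succinate and 6.69% ± 0.848 on methanol. Every methanol replicate lay above every succinate replicate for each of these shares (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). The share of rRNA moved the other way in the same libraries. From the increase of these modules, together with biochemical and metabolomic data, the paper reasons that methanol is oxidized by XoxF and through the GSH-linked pathway and formate dehydrogenases to CO2, which is assimilated by the CBB cycle.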

Evidence for the complete XoxF-CBB pathway is provided by transcriptomics of *Bs*. 3456 in which all of the modules involved in methanol assimilation were upregulated during growth with methanol compared to succinate (Fig. 2). 

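Of the 6 lut genes of Table S1, 5 were higher on methanol at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 0 were lower, and all 6 were higher when adjusted over the list alone. The gene lutH, for a TonB-dependent receptor, rose 29.6-fold, from 85.3 ± 22.4 CPM on succinate to 2526 ± 183 CPM on methanol (SD, n = 3; log2 fold change 4.89, SE 0.28, adjusted p = 3.8e-07). The ABC transporter genes lutF and lutE had log2 fold changes of 1.77 (SE 0.24, adjusted p = 1.3e-04) and 1.20 (SE 0.33, adjusted p = 0.0115), and lutG, for an exported protein, one of 1.08 (SE 0.26, adjusted p = 0.00553). The values of lutA, for a periplasmic binding protein, and lutB were smaller, at 0.64 (SE 0.18, adjusted p = 0.0132) and 0.64 (SE 0.25, adjusted p = 0.0587), and lutB did not pass. The coding sequence of lutH lies on contig 8 from 163443 to 165923, and those of the other 5 from 169967 to 174384 on the same contig. The list moved against the other genes in limma's camera test (adjusted p = 0.00478), a call that was lost at an adjusted p = 0.491 with an estimated correlation. Without methanol replicate 2, 3 of the 6 were called, with lutA at 0.58 and lutE at 1.04 no longer passing, and lutA also did not pass with upper-quartile factors (0.44). The gene lutB passed with DESeq2 (adjusted p = 0.0478), with limma-voom (adjusted p = 0.0413) and in the 4 settings with limma on FPKM (adjusted p from 0.0181 to 0.0221). With edgeR, it passed without succinate replicate 3 (0.82, adjusted p = 0.0455) and with the replicate number as a block (0.70, adjusted p = 0.0395).

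**Figure D3:**
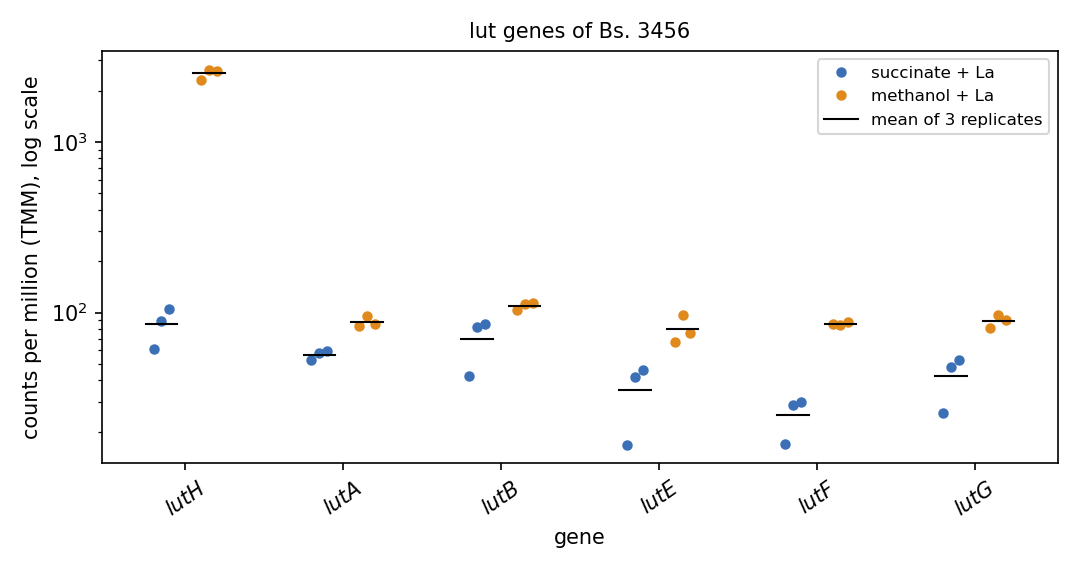
CPM after TMM on a log axis for the 6 lut genes in Bs. 3456. Each point is 1 replicate on succinate + La (blue) or methanol + La (orange), and each bar is the mean of 3 replicates. The methanol points of lutH lie around 2526 CPM, above the succinate points around 85.3 CPM.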

Because La was present in both conditions, there was no upregulation of the predicted Ln transport and uptake cluster. Similarly, the lack of upregulation of the PQQ biosynthesis genes suggests that PQQ is synthesized regardless of carbon source, or that the presence of Lns leads to the expression of PQQ biosynthesis genes in both conditions. *xoxF1* (VIDU01_860227) is predicted to encode an Ln-dependent PQQ-DH with 76% similarity to XoxF1 from *Me*. AM1 and is the most highly upregulated PQQ-dependent dehydrogenase, suggesting either a key role in methanol metabolism or regulation by substrate availability. Consistent with the upregulation of a *xoxF*1 homolog, growth with methanol is completely dependent on the presence of Ln metals for wild-type *Bs*. 3456 (Fig. 3A). Additionally, growth rate and final yield are “tunable” and increase as the amount of La in the media increases up to a maximum at 1 μM–10 μM (Fig. 3B and C). Seven other PQQ dehydrogenases are encoded by *Bs*. 3456 with lower similarity to XoxF1 from *Me*. AM1, but their functions are currently unknown (Fig. S3). Assays for S-(hydroxymethyl)glutathione dehydrogenase (FrmA) and FDH activity, together with ^13^C labeling, confirm that the GSH-linked oxidation pathway, FDHs, and CBB cycle are functional during growth with methanol, consistent with the transcriptomic data. Detection of labeled intermediates from cultures supplied with ^13^C-methanol further indicates that *Bs*. 3456 and *Sm.* 2011 are capable of assimilating methanol-derived ^13^CO_2_ and are not reliant on atmospheric ^12^CO_2_ (Fig. 6).

In our hands, *Bd*. 110 was unable to grow with methanol and La unless cultured in sealed Balch-style tubes (Fig. S3). Our initial attempts to grow *Bd*. 110 with methanol and La were unsuccessful, and we hypothesized that *Bd*. 110 could be sensitive to oxygen due to the poor selectivity of RuBisCO for CO_2_ over O_2_. We sealed Balch-style tubes, such that the microbes have a finite amount of oxygen available, and compared growth in this sealed condition to growth in unsealed tubes where diffusion maintains atmospheric oxygen levels. Oxygen cannot be fully removed due to the requirement for a terminal electron acceptor for methanol oxidation in aerobically respiring methylotrophs. *Bs*. 3456 exhibited a shorter lag in sealed tubes compared to foil-covered tubes, but *Bd*. 110 was only able to grow in the sealed tubes (Fig S2). *Me*. AM1, which does not use the CBB cycle, exhibits a slightly reduced growth rate in sealed tubes compared to foil-covered tubes. While other O_2_- or CO_2_-sensitive enzymes besides RuBisCO could be responsible for these results, the striking requirement for sealed conditions for the growth of *Bd*. 110 with methanol indicates that screens for Ln-dependent methylotrophs need to incorporate a low-oxygen condition, and this may be especially important for organisms predicted to use the CBB cycle.

RuBisCO has been shown to be important in multiple plant-*Bradyrhizobium* interactions, though the exact mechanisms for this effect remain unclear. A photosynthetic strain, *Bradyrhizobium* sp. ORS278, in symbiosis with *Aeschynomene indica,* exhibits a defect in symbiotic nitrogen fixation but no defect in free-living nitrogen fixation when the large subunit of RuBisCO (*cbbL*) is disrupted (71). Notably for our study, when the *cbbL* sequence in *Bradyrhizobium diazoefficiens* USDA 110 (*Bd*. 110 in our shorthand) is disrupted, the mutants are less able to colonize roots and occupy nodules of soybean, suggesting that RuBisCO is involved in establishing plant-microbe symbioses (72). The role of RuBisCO in methanol metabolism for these *Bradyrhizobium* strains may contribute to these phenotypes, but further work is needed to confirm this hypothesis.

To our knowledge, the Ln-dependent growth with methanol observed here (Fig. 3) is the first report of Ln-dependent metabolism among the *Sinorhizobium*. Growth with methanol requires nanomolar to micromolar concentrations of La, and only light lanthanides facilitate the growth of *Sm.* 2011 with methanol (Fig. S1). In *Sm.* 2011, genes for XoxF, the GSH-linked pathway, Ln uptake, the CBB cycle, and PQQ biosynthesis are found adjacent to one another in a 28.5 kb region on the symbiotic megaplasmid pSymB. Proteomic analysis of gel-digested bands indicated that *Sm.* 2011 expressed the type IC *cbbL* found in this cluster, instead of the type II *cbbL* that is encoded further downstream on pSymB. Having nearly the complete suite of genes implicated in XoxF-CBB metabolism found on a megaplasmid increases the likelihood of horizontal gene transfer for methanol-related genes among the *Sinorhizobium* (73).

Like the *Bradyrhizobium*, *Sm*. 2011 cultures grown with methanol exhibit greater GSH-linked oxidation activity than those grown with succinate. However, *Sm*. 2011 demonstrates lower GSH-linked oxidation activity than the *Bradyrhizobium* (Fig. 4B). This may result from slight differences in the enzymes, leading to variations in turnover or sensitivity to assay conditions. FDH activity was also lower from *Sm.* 2011 than the *Bradyrhizobium* (Fig. 5). Sm2011_c04444 is the sole FdhA homolog found in *Sm.* 2011 and has 75% sequence similarity to Fdh*2*A from *Me*. AM1 and less than 40% similarity to other FDHs. Fdh2A from *Me*. AM1 is six times less active in *in vitro* FDH assays compared to other FDHs present in *Me*. AM1 (26), explaining the low FDH activity from *Sm.* 2011. The *Bradyrhizobium* encodes homologs of FDHs 1–4, consistent with their higher apparent FDH activity compared to *Sm.* 2011.

The proposed methanol assimilation pathway for *Sm.* 2011, *Bd*. 110, and *Bs*. 3456 is unlikely to be limited to these organisms alone. Instead, the XoxF-CBB pathway appears widespread among the *Bradyrhizobium*, *Sinorhizobium*, and *Mesorhizobium*. Selected members of these genera lack a complete serine/EMC cycle or RuMP pathway, but several encode a *xoxF* homolog as well as genes of the GSH-linked oxidation pathway and the CBB cycle (Fig. 7). This distribution implies that the capacity for Ln-dependent methanol assimilation using the CBB cycle may be more common in the rhizosphere than previously recognized. More work is needed to determine the conditions under which the XoxF-CBB pathway functions in the environment and how this pathway impacts microbial metabolism and influences plant health.

## Data Availability

Data are available from the corresponding author upon reasonable request. Transcriptomic data can be accessed via the GEO database (study number GSE295604) at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295604.

## SUPPLEMENTAL MATERIAL

Supplemental material aem.01304-25-s0001.docx Tables S1 to S3 and Fig. S1 to S4.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: XoxF and the Calvin-Benson cycle mediate lanthanide-dependent growth on methanol in Bradyrhizobium and Sinorhizobium
**Source:** Appl Environ Microbiol. 2025 Oct 21;91(11):e01304-25. doi: 10.1128/aem.01304-25
**Supplement:** Supplemental material — Tables S1 to S3 and Fig. S1 to S4.

**Supplementary Information**

Table S1. Accession numbers from MaGE and NCBI for *Bs.* 3456 genes of interest.

| **MaGE Accession** | **NCBI Locus Tag** | **NCBI Protein ID** | **Gene Name** |
| --- | --- | --- | --- |
| [VIDU01_10119](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482486) | FKP26_RS00560 | [WP_027558225.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558225.1?report=genbank&log$=prottop&blast_rank=1&RID=9R8SM3ZD013) | *gplx* |
| VIDU01_10120 | FKP26_RS00565 | [WP_027558226.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558226.1?report=genbank&log$=prottop&blast_rank=1&RID=9R8UX004013) | *prk* |
| [VIDU01_10121](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482488) | FKP26_RS00570 | [WP_027558227.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558227.1?report=genbank&log$=prottop&blast_rank=1&RID=9R8WM8UB013) | *tkt* |
| VIDU01_10123 | FKP26_RS00580 | [WP_027558229.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558229.1?report=genbank&log$=prottop&blast_rank=1&RID=9R8YNYXX013) | *cbbL* |
| VIDU01_10124 | FKP26_RS00585 | [WP_027558230.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558230.1?report=genbank&log$=prottop&blast_rank=1&RID=9R90NV4H013) | *cbbS* |
| VIDU01_10125 | FKP26_RS00590 | [WP_027558231.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558230.1?report=genbank&log$=prottop&blast_rank=1&RID=9R90NV4H013) | *cbbX* |
| [VIDU01_10600](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482967) | FKP26_RS02800 | [WP_027558646.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558646.1?report=genbank&log$=prottop&blast_rank=1&RID=9R96ANDA013) | *ppc* |
| [VIDU01_10717](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76483084) | FKP26_RS03340 | [WP_027558747.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558747.1?report=genbank&log$=prottop&blast_rank=1&RID=9R97XVH6015) | *mcmA* |
| VIDU01_10808 | FKP26_RS03760 | [WP_027558825.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558825.1?report=genbank&log$=prottop&blast_rank=1&RID=9R9G51X7015) | *fdh2D* |
| VIDU01_10810 | FKP26_RS03770 | [WP_027558827.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558825.1?report=genbank&log$=prottop&blast_rank=1&RID=9R9G51X7015) | *fdh2A* |
| VIDU01_10811 | FKP26_RS03775 | [WP_027558828.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558825.1?report=genbank&log$=prottop&blast_rank=1&RID=9R9G51X7015) | *fdh2B* |
| VIDU01_10812 | FKP26_RS03780 | [WP_027558829.1](https://www.ncbi.nlm.nih.gov/protein/WP_027558825.1?report=genbank&log$=prottop&blast_rank=1&RID=9R9G51X7015) | *fdh2G* |
| [VIDU01_11139](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76483506) | FKP26_RS05325 | [WP_027559119.1](https://www.ncbi.nlm.nih.gov/protein/WP_027559119.1?report=genbank&log$=prottop&blast_rank=1&RID=9R9JW1YD015) | *fdh4A* |
| [VIDU01_110101](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76483983) | FKP26_RS27355 | [WP_027562215.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562215.1?report=genbank&log$=prottop&blast_rank=1&RID=9R9PJ94B015) | *fdh1A* |
| [VIDU01_120226](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76484403) | FKP26_RS29180 | [WP_027561771.1](https://www.ncbi.nlm.nih.gov/protein/WP_027561771.1?report=genbank&log$=prottop&blast_rank=1&RID=9R9TSBSE013) | *folD* |
| [VIDU01_170022](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76485317) | FKP26_RS32990 | [WP_027563577.1](https://www.ncbi.nlm.nih.gov/protein/WP_027563577.1?report=genbank&log$=prottop&blast_rank=1&RID=9RA5MSZD015) | *sga* |
| [VIDU01_200722](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76486589) | FKP26_RS08875 | [WP_027557222.1](https://www.ncbi.nlm.nih.gov/protein/WP_027557222.1?report=genbank&log$=prottop&blast_rank=1&RID=9RA7KBRK015) | *rpi* |
| [VIDU01_200818](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76486685) | FKP26_RS47000 | [WP_027557134.1](https://www.ncbi.nlm.nih.gov/protein/WP_027557134.1?report=genbank&log$=prottop&blast_rank=1&RID=9RA93SDU013) | *fdh3A* |
| [VIDU01_270073](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76487860) | FKP26_RS40110 | [WP_008145224.1](https://www.ncbi.nlm.nih.gov/protein/WP_008145224.1?report=genbank&log$=prottop&blast_rank=1&RID=9RAC5B7K013) | *mdh* |
| [VIDU01_310070](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76488344) | FKP26_RS10135 | [WP_027559791.1](https://www.ncbi.nlm.nih.gov/protein/WP_027559791.1?report=genbank&log$=prottop&blast_rank=1&RID=9RAE1T2J013) | *pccA* |
| [VIDU01_310356](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76488630) | FKP26_RS11465 | [WP_027559575.1](https://www.ncbi.nlm.nih.gov/protein/WP_027559575.1?report=genbank&log$=prottop&blast_rank=1&RID=9RAFVVEK013) | *glyA* |
| [VIDU01_320092](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76489238) | FKP26_RS42420 | [WP_027564329.1](https://www.ncbi.nlm.nih.gov/protein/WP_027564329.1?report=genbank&log$=prottop&blast_rank=1&RID=9RAJN4GW013) | *icl* |
| [VIDU01_420582](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76490594) | FKP26_RS16500 | [WP_027564911.1](https://www.ncbi.nlm.nih.gov/protein/WP_027564911.1?report=genbank&log$=prottop&blast_rank=1&RID=9RAM4ZUC013) | *purU* |
| [VIDU01_510004](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76490840) | FKP26_RS46215 | [WP_051378125.1](https://www.ncbi.nlm.nih.gov/protein/WP_051378125.1?report=genbank&log$=prottop&blast_rank=1&RID=9RANN313013) | *ccr* |
| [VIDU01_640301](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76491678) | FKP26_RS19940 | [WP_027561172.1](https://www.ncbi.nlm.nih.gov/protein/WP_027561172.1?report=genbank&log$=prottop&blast_rank=1&RID=9RAR27ZE013) | *ms* |
| [VIDU01_860194](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492497) | FKP26_RS23300 | [WP_027562390.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562390.1?report=genbank&log$=prottop&blast_rank=1&RID=9RAT3925013) | *lutH* |
| VIDU01_860197 | FKP26_RS23315 | [WP_027562387.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562387.1?report=genbank&log$=prottop&blast_rank=1&RID=9RAZ1A1F015) | *frmB* |
| [VIDU01_860199](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492502) | FKP26_RS23330 | [WP_027562385.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562385.1?report=genbank&log$=prottop&blast_rank=1&RID=9RB2XEXJ013) | *lutA* |
| [VIDU01_860200](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492503) | FKP26_RS23335 | WP_027562384.1 | *lutB* |
| [VIDU01_860201](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492504) | FKP26_RS23340 | [WP_027562383.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562383.1?report=genbank&log$=prottop&blast_rank=1&RID=9RB8CBM5015) | *lutE* |
| [VIDU01_860202](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492505) | FKP26_RS23345 | [WP_027562382.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562382.1?report=genbank&log$=prottop&blast_rank=1&RID=9RBAAYGV015) | *lutF* |
| [VIDU01_860203](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492506) | FKP26_RS23350 | [WP_027562381.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562381.1?report=genbank&log$=prottop&blast_rank=1&RID=9RBCUFMU015) | *lutG* |
| VIDU01_860219 | FKP26_RS23435 | [WP_027562365.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562365.1?report=genbank&log$=prottop&blast_rank=1&RID=9RBJZZT8015) | *exaF* |
| VIDU01_860227 | FKP26_RS23470 | WP_027562358.1 | *xoxF* |
| VIDU01_860228 | FKP26_RS23475 | [WP_027562357.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562357.1?report=genbank&log$=prottop&blast_rank=1&RID=9RBRPYSJ013) | *xoxG* |
| VIDU01_860229 | FKP26_RS23480 | [WP_027562356.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562356.1?report=genbank&log$=prottop&blast_rank=1&RID=9RBTVHE6013) | *frmA* |
| VIDU01_860230 | FKP26_RS23485 | [WP_027562355.1](https://www.ncbi.nlm.nih.gov/protein/WP_027562355.1?report=genbank&log$=prottop&blast_rank=1&RID=9RC1EJH2013) | *gfa* |

Analyses to generate Tables S2 and S3 were conducted in MaGE (47). 

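Table S1 pairs each of 37 genes of Bs. 3456 with both kinds of accession. All 37 were found in the count table through the first and in the RefSeq annotation of the same assembly through the second, which gave the contig, start and end of each coding sequence. Between succinate + La and methanol + La, 29 of the 37 were higher on methanol, 2 were lower (sga and fdh4A) and 6 did not pass edgeR's quasi-likelihood test at an adjusted p under 0.05. The 6 were lutB, mdh, ccr, purU, folD and rpi.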

Because the accession numbers differ between MaGE and NCBI, both sets are provided here for reference.

**Table S2.** Genes involved in Type I and Type II methylotrophy present in *Me.* AM1, *Bs.* 3456, *Bd.* 110, *Sm.* 2011.

| **Gene** | **EC Number** | ***Me.* AM1** | ***Bs.* 3456** | ***Bd.* 110** | ***Sm.* 2011** | **Pathway** |
| --- | --- | --- | --- | --- | --- | --- |
| *ftfL* | [6.3.4.3](https://enzyme.expasy.org/EC/6.3.4.3) | [META1_0329](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1842996) | - | - | [SM2011_c02728](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35968420) | H_4_F in *Me.* AM1 |
| *mtdA* | [1.5.1.-](https://enzyme.expasy.org/EC/1.5.1.-) | [META1_1728](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844395) | - | - | - | H_4_F in *Me.* AM1 |
| *fch* | [3.5.4.9](https://enzyme.expasy.org/EC/3.5.4.9) | [META1_1729](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844396) | - | - | - | H_4_F in *Me.* AM1 |
| *purU* | 3.5.1.10 | - | [VIDU01_420582](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76490594) | [AAV28_27315](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139469) | [SM2011_c03205](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35969102) | H_4_F Typical |
| *folD* | [1.5.1.5](https://www.brenda-enzymes.org/enzyme.php?ecno=1.5.1.5&UniProtAcc=P24186&OrganismID=2026) | - | [VIDU01_120226](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76484403) | [AAV28_04035](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78134937) | [SM2011_c02604](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35965367) | H_4_F Typical |
| *mtdB* | 1.5.1.- | [META1_1761](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844428) | - | - | - | H_4_MPT |
| *mch* | [3.5.4.27](https://enzyme.expasy.org/EC/3.5.4.27) | [META1_1763](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844430) | - | - | - | H_4_MPT |
| *glyA* | [2.1.2.1](https://enzyme.expasy.org/EC/2.1.2.1) | [META1_3384](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1846051) | [VIDU01_310356](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76488630) | [AAV28_22525](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78138530) | [SM2011_c01770](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35966840) | Serine Cycle |
| *sga* | [2.6.1.45](https://enzyme.expasy.org/EC/2.6.1.45) | [META1_1726](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844393) | [VIDU01_170022](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76485317) | [AAV28_27730](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139551) | [SM2011_a2139](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35921827) | Serine Cycle |
| *ppc* | [4.1.1.31](https://enzyme.expasy.org/EC/4.1.1.31) | [META1_1732](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844399) | [VIDU01_10600](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482967) | [AAV28_11795](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78136429) | - | Serine Cycle |
| *mdh* | [1.1.1.37](https://enzyme.expasy.org/EC/1.1.1.37) | [META1_1537](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844204) | [VIDU01_270073](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76487860) | [AAV28_29905](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139970) | [SM2011_c02479](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35969262) | Serine Cycle |
| *mtkA* | [6.2.1.9](https://enzyme.expasy.org/EC/6.2.1.9) | [META1_1730](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844397) | - | - | - | Serine Cycle |
| *mcl* | [4.1.3.24](https://enzyme.expasy.org/EC/4.1.3.24) | [META1_1733](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844400) | - | - | - | Serine Cycle |
| *icl* | 4.1.3.1 | - | [VIDU01_320092](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76489238) | [AAV28_09190](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78135913) | [SM2011_c00768](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35966209) | Glyoxylate Shunt |
| *ms* | 2.3.3.9 | - | [VIDU01_640301](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76491678) | [AAV28_04320](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78134994) | [SM2011_c02581](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35965333) | Glyoxylate Shunt |
| *ccr* | 1.3.1.85 | [META1_0178](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1842845) | [VIDU01_510004](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76490840) | - | - | EMC Pathway |
| *pccA* | 6.4.1.3 | [META1_3203](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1842839) | [VIDU01_310070](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76488344) | [AAV28_23715](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78138761) | [SM2011_b20756](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35938140) | EMC Pathway |
| *mcd* | [1.3.99.10](https://enzyme.expasy.org/EC/1.3.99.10) | [META1_2223](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844890) | - | [-](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78136770) | [-](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35936258) | EMC Pathway |
| *meaA* | 5.4.99.63 | [META1_0180](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1842847) | - | [-](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78136770) | [-](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35936258) | EMC Pathway |
| *mcmA* | 5.4.99.2 | [META1_5251](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1845057) | [VIDU01_10717](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76483084) | [AAV28_12280](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78136524) | [SM2011_b20757](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35938142) | EMC Pathway |
| *rpi* | 5.3.1.6 | [META1_2299](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844966) | [VIDU01_200722](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76486589) | [AAV28_15740](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78137199) | [SM2011_b20371](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35935313) | RuMP Pathway |
| *hps* | 4.1.2.43 | - | - | - | - | RuMP Pathway |
| *phi* | 5.3.1.27 | - | - | - | - | RuMP Pathway |
| *glpx* | [3.1.3.11](https://enzyme.expasy.org/EC/3.1.3.11) | [META1_0757](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1843424) | [VIDU01_10119](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482486) | [AAV28_18895](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78137820) | [SM2011_b20202](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934916) | RuMP Pathway |
| *tkt* | 2.2.1.1 | [META1_1861](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844528) | [VIDU01_10121](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482488) | [AAV28_04560](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78135042) | [SM2011_b20200](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934912) | RuMP Pathway |

Genomes from MaGE were queried using EC number (when available) and via BLAST using the sequence of the gene of interest from *Me.* AM1 or *Bs.* 3456 or other organism (indicated in the methods) for the typical H_4_F pathway, glyoxylate shunt, and RuMP pathway. The top hit for each gene is included in the table. In cases where multiple copies are present, only the first, by gene number, is shown for brevity. “-” indicates neither an annotated gene nor a homolog with greater than 50% sequence similarity could be identified.

**Table S3.** Key genes involved in the XoxF-CBB methanol assimilation pathway present in *Me.* AM1, *Bs.* 3456, *Bd.* 110, *Sm.* 2011.

| **Gene** | **EC Number** | ***Me.* AM1** | ***Bs.* 3456** | ***Bd.* 110** | ***Sm.* 2011** | **Description of Gene Product Function** |
| --- | --- | --- | --- | --- | --- | --- |
| *xoxF* | 1.1.2.10 | [META1_1740](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844407) | [VIDU01_860227](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492530) | [AAV28_28625](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139728) | [SM2011_b20173](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934862) | Ln-dependent PQQ methanol dehydrogenase. |
| *xoxG* | - | [META1_1741](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844408) | [VIDU01_860228](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492531) | [AAV28_28630](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139729) | [SM2011_b20174](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934864) | Cytochrome c. |
| *exaF* | [1.1.99.-](https://enzyme.expasy.org/EC/1.1.99.-) | [META1_1139](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1843806) | [VIDU01_860219](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492522) | [AAV28_28595](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139722) | [SM2011_b20173](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934862) | Ln-dependent PQQ ethanol dehydrogenase. |
| *gfa* | 4.4.1.22 | [META1_3270](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1845937) | [VIDU01_860230](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492533) | [AAV28_28640](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139731) | [SM2011_b20186](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934892) | Glutathione-dependent formaldehyde activating enzyme. |
| *frmA* | 1.1.1.284 | - | [VIDU01_860229](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492532) | [AAV28_28635](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139730) | [SM2011_b20170](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934854) | S-(hydroxymethyl)glutathione dehydrogenase. |
| *frmB* | 3.1.2.12 | - | [VIDU01_860197](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492500) | [AAV28_28485](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139700) | [SM2011_b20171](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934856) | S-formylglutathione hydrolase. |
| *fdh1A* | [1.17.1.9](https://www.brenda-enzymes.org/enzyme.php?ecno=1.17.1.9) | [META1_5032](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1847515) | [VIDU01_110101](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76483983) | [AAV28_08470](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78135773) | - | W-Containing formate dehydrogenase. |
| *fdh2A* | [1.17.1.10](https://www.brenda-enzymes.org/enzyme.php?ecno=1.17.1.10) | [META1_4848](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1847515) | [VIDU01_10810](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76483177) | [AAV28_12705](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78136608) | [SM2011_c04444](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35969205) | Mo-Containing NAD-dependent formate dehydrogenase. |
| *fdh3A* | [1.2.2.1](https://enzyme.expasy.org/EC/1.2.2.1) | [META1_0303](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1842970) | [VIDU01_200818](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76486685) | [AAV28_24810](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78138973) | - | Fe-S formate dehydrogenase. |
| *fdh4A* | - | [META1_2094](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844761) | [VIDU01_11139](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76483506) | [AAV28_40640](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78142062) | - | Formate dehydrogenase. |
| *prk* | [2.7.1.19](https://enzyme.expasy.org/EC/2.7.1.19) | [META1_0758](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1843425) | [VIDU01_10120](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482487) | [AAV28_09870](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78136049) | [SM2011_b20201](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934914) | Phosphoribulokinase. |
| *cbbL* | 4.1.1.39 | - | [VIDU01_10123](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482490) | [AAV28_09885](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78136052) | [SM2011_b20198](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934908) | Large subunit of RuBisCO. |
| *cbbS* | - | - | [VIDU01_10124](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482491) | [AAV28_09890](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78136053) | [SM2011_b20197](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934906) | Small subunit of RuBisCO. |
| *cbbX* | - | - | [VIDU01_10125](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76482492) | [AAV28_09895](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78136054) | [SM2011_b20196](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934904) | RuBisCO regulator. |
| *lutA* | - | [META1_1778](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844445) | [VIDU01_860199](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492502) | [AAV28_28495](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139702) | [SM2011_b20178](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934872) | ABC transporter-periplasmic binding component. |
| *lutB* | - | [META1_1779](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844446) | [VIDU01_860200](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492503) | [AAV28_28500](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139703) | [SM2011_b20179](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934874) | Exported protein. |
| *lutE* | - | [META1_1782](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844449) | [VIDU01_860201](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492504) | [AAV28_28505](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139704) | [SM2011_b20184](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934886) | ABC transporter ATP-binding. |
| *lutF* | - | [META1_1783](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844450) | [VIDU01_860202](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492505) | [AAV28_28510](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139705) | [SM2011_b20185](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934888) | ABC transporter membrane component. |
| *lutG* | - | [META1_1784](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844451) | [VIDU01_860203](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492506) | [AAV28_28515](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139706) | [SM2011_b20169](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=35934850) | Exported protein. |
| *lutH* | - | [META1_1785](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=1844452) | [VIDU01_860194](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=76492497) | [AAV28_28470](https://mage.genoscope.cns.fr/microscope/mage/getInfoLabel.php?id=78139697) | - | TonB dependent receptor. |

Genomes from MaGE were queried using EC number (when available) and via BLAST using the sequence of the gene of interest from *Me.* AM1 or *Bs.* 3456 when EC numbers were unavailable. The top hit for each gene is included in the table. In cases where multiple copies are present, only the first, by gene number, is shown for brevity. “-” indicates neither an annotated gene nor a homolog with greater than 50% sequence similarity could be identified.

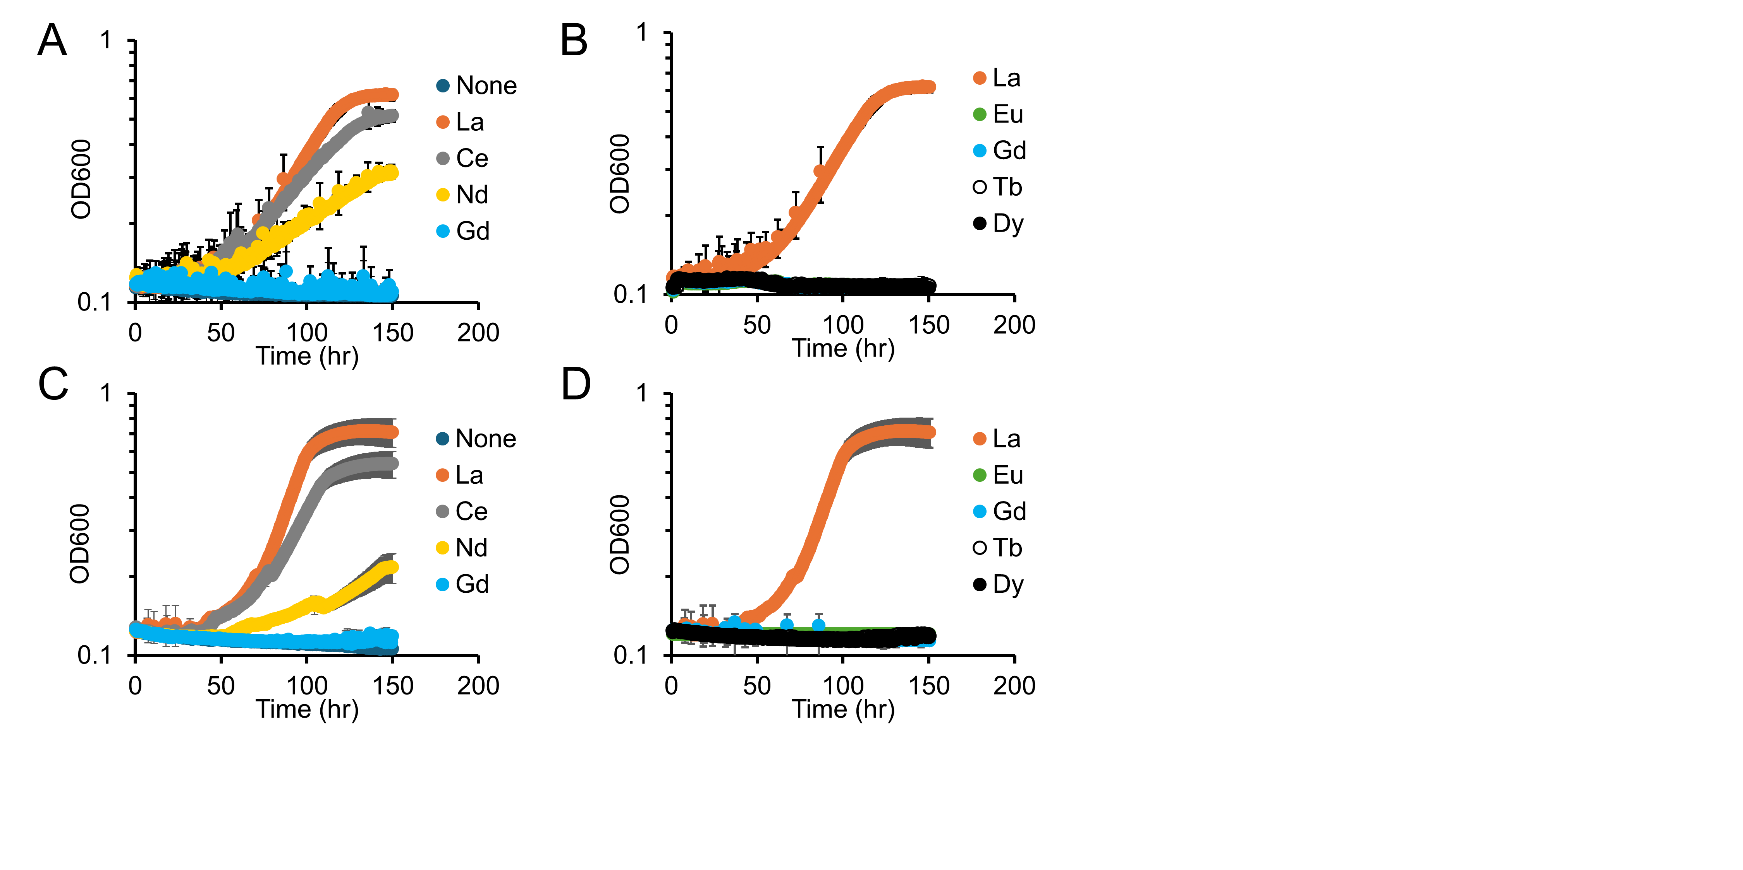

**Fig S1.** Growth of *Bs*. 3456 and *Sm.* 2011 with different Lns. **(A and B)** Growth of *Bs.* 3456 with 50 mM methanol and 10 μM of the indicated lanthanide source. **(C and D)** Growth of *Sm.* 2011 with 50 mM methanol and 10 μM of the indicated lanthanide source. For all panels, error bars indicate the standard deviation of 3 replicates.

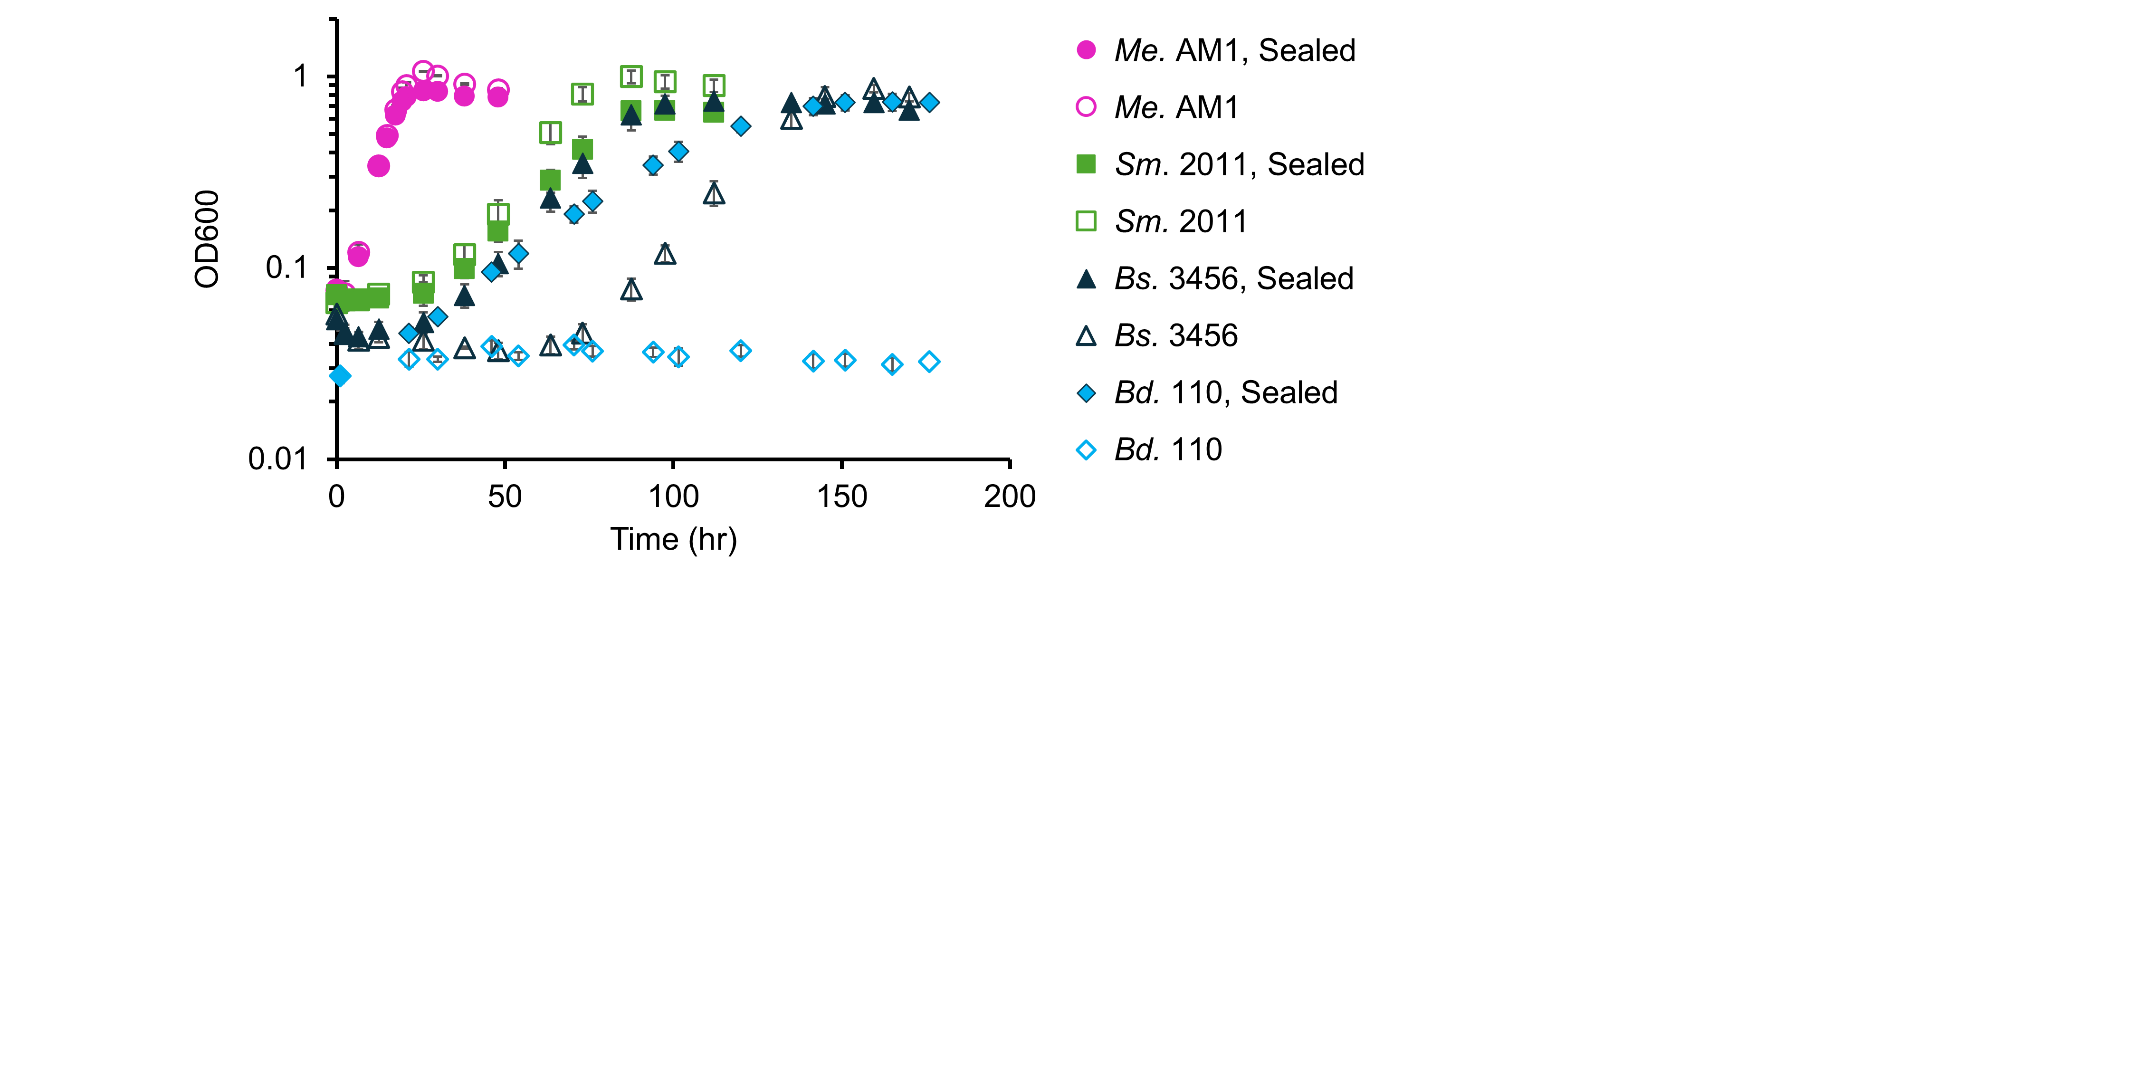

**Fig S2:** Growth in sealed (filled symbol) vs foil-covered (open symbol) Balch-style tubes facilitates growth of *Bd.* 110 (diamonds) and increases growth rate of *Bs.* 3456 (triangles) but does not increase the growth rate of *Me.* AM1 (circles) or *Sm.* 2011 (squares) with methanol. All samples were grown with 50 mM methanol with 10 μM LaCl_3_. Error bars indicate the standard deviation of 3 replicates.

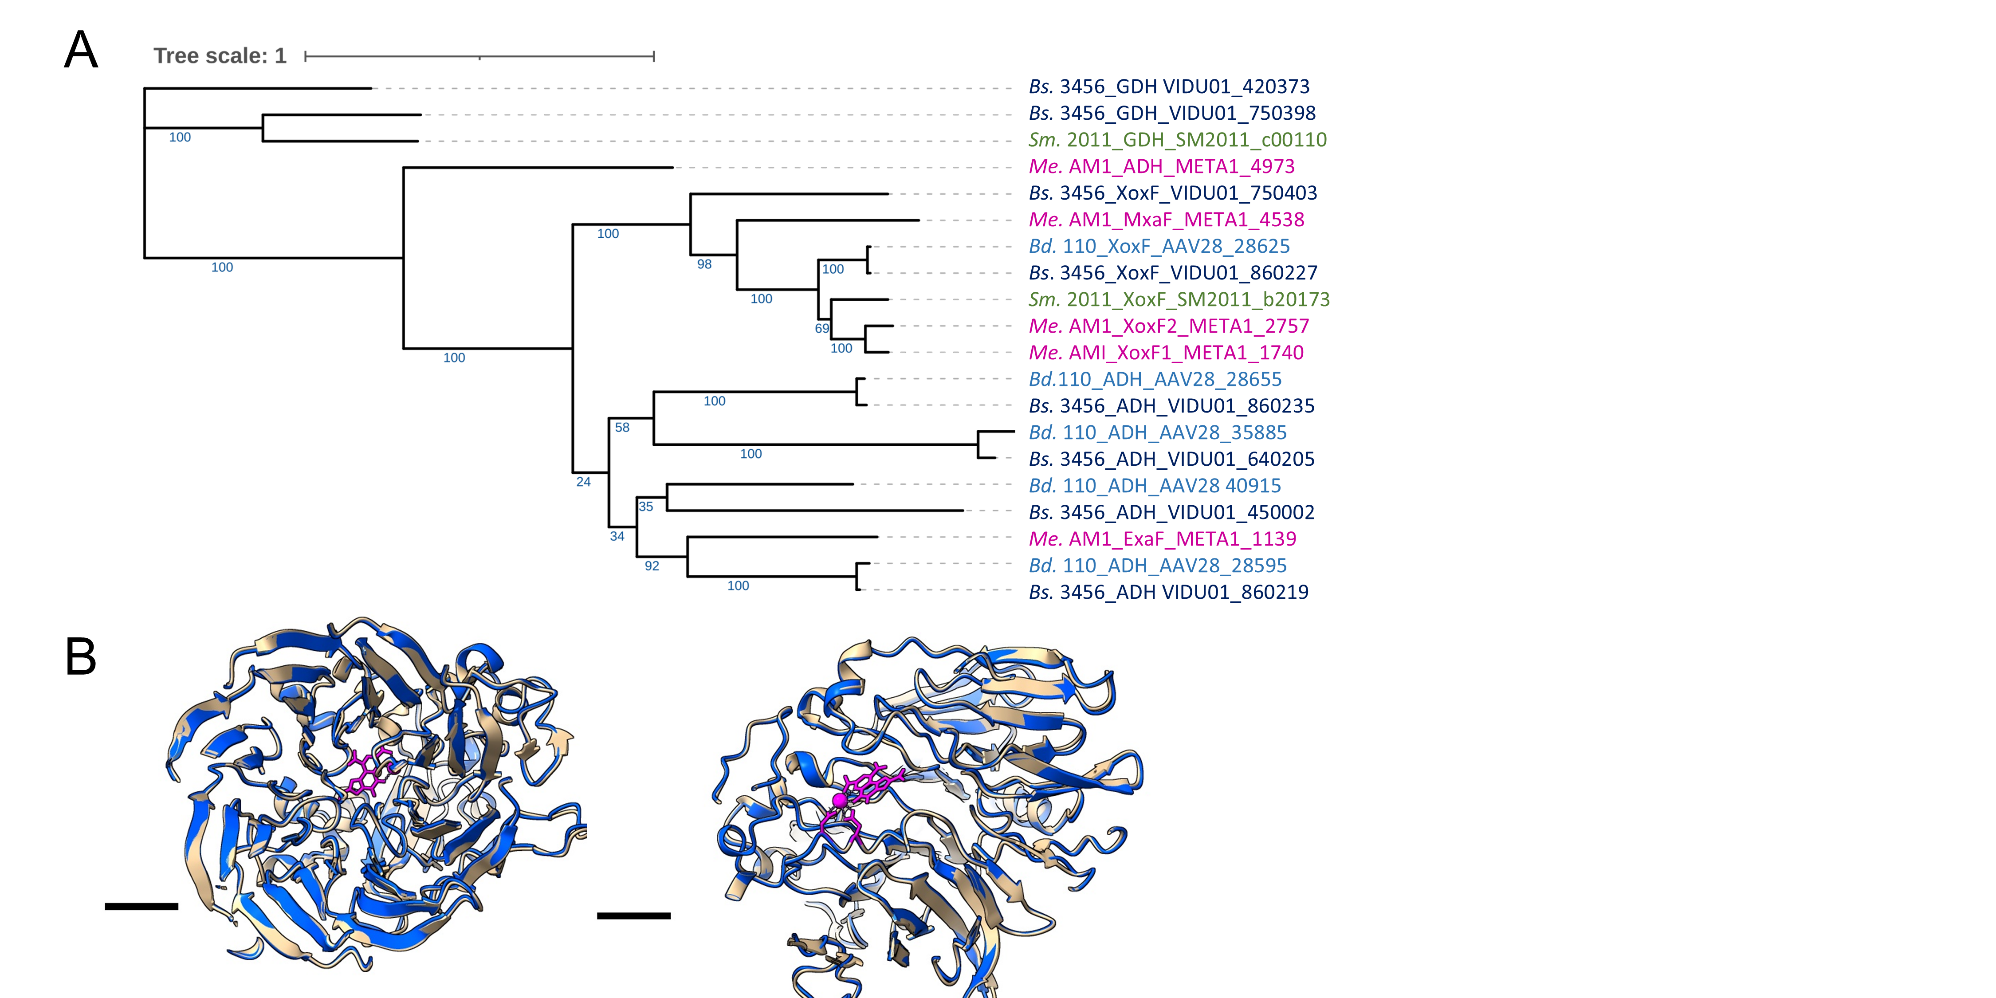

**Fig S3.** Sequence and structure relationships of alcohol dehydrogenases found in the strains of interest**. (A)** BLAST search using XoxF1 from AM1 as the query reveals multiple potential Ln-dependent proteins encoded in each genome of interest. Strain names, gene product annotations, and accession numbers from MaGE are provided and color-coded according to the strain. *Bradyrhizobium diazoefficiens.* USDA 110 light blue, *Bradyrhizobium* sp. USDA 3456 dark blue, *Sinorhizobium meliloti 2011* green, *Methylobacterium extorquens* AM1 pink. All but AAV28_24975, META1_4973, META1_4538, and VIDU01_450002 are predicted to be Ln-dependent based on the presence of an ‘additional Ln-binding Asp’ in the active site. Bootstrap values are the result of 1,000 ultrafast calculations in IQTree (49). **(B)** Comparison of overall structure and Ln-binding residues between the *Bs.* 3456 XoxF (VIDU01_860227) modeled with >90% confidence in Alpha Fold3 (blue) and the crystal structure of XoxF1 from *Me.* AM1 (tan) with PQQ and Ce present (PDB 6OC6). PQQ, Ce, and the catalytic and Ln-binding Asps from both models are highlighted in pink. Scale bar = 10Å.

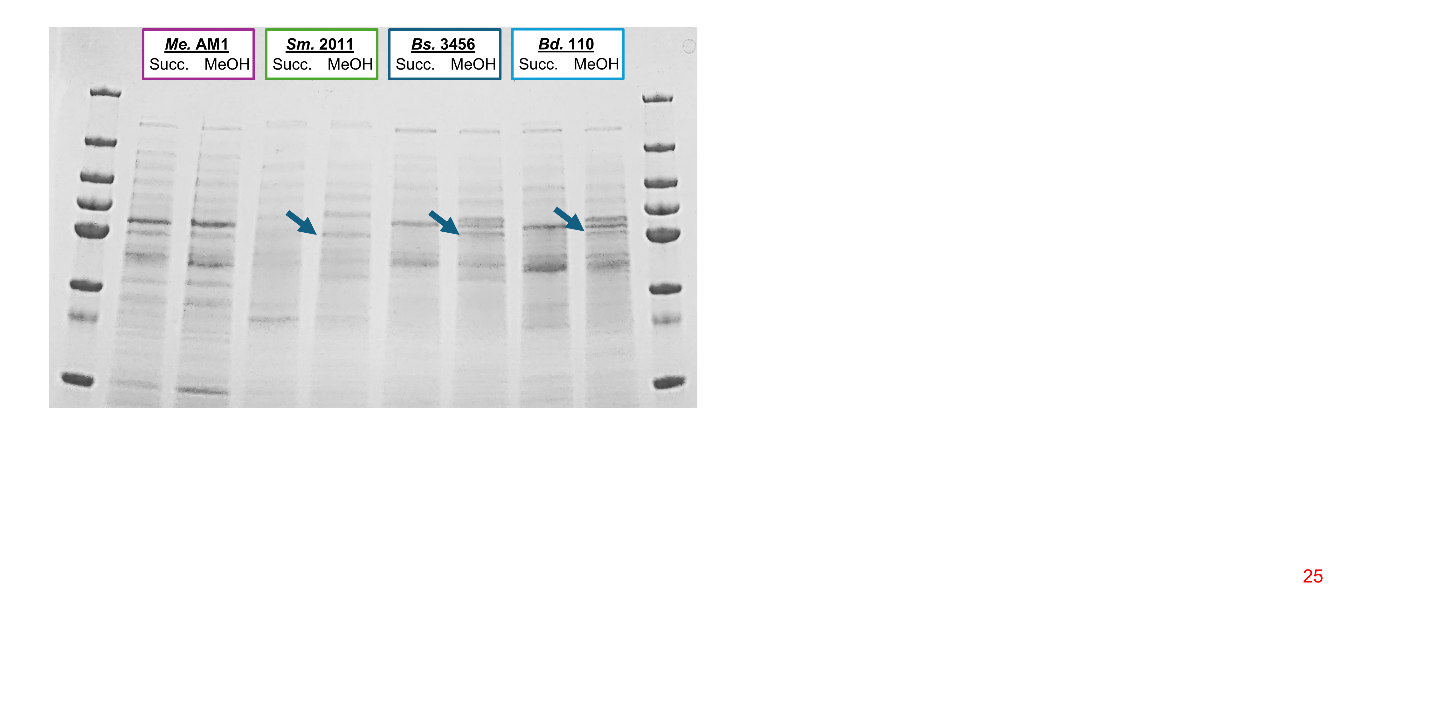

**Fig S4.** SDS-PAGE of cell lysates used for 1-D proteomics. Clarified supernatants from the indicated strains grown with either succinate + La (Succ.) or methanol + La (MeOH) were analyzed via 4-12% gradient SDS-PAGE with a PageRuler Plus Prestained protein ladder. Blue arrows indicate the approximately 55 kDa bands sent for analysis. Each sample well contains approximately 20 μg total protein.

How the deposited data were processed for this re-analysis (not part of the article)

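RNA sequencing of Bradyrhizobium sp. USDA 3456 grown with 50 mM methanol or 15 mM succinate, each with 10 µM LaCl3, was analysed in 6 samples, 3 per condition. Samples were assigned to conditions from their labels and the paper's methods. The raw counts per gene were made by the authors, who aligned the reads with HISAT2 and assembled them with StringTie in KBase. The log2 values were made by the authors as log2(FPKM + 1), which was tested by comparing them with the counts: only after conversion to a linear scale were they proportional to the counts divided by gene length. The submitters' processing notes name DRAGEN 3.10.12, HISAT2 2.1.0, StringTie 2.1.5 and DESeq2 1.20.0 without their roles. Total counts ranged from 14152409 to 19155747 on succinate (median 16735997) and from 18813451 to 19344126 on methanol (median 19252598). Among the genes named, the fewest counts in a library were 19, for cbbS in succinate replicate 2.

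Counts were analysed in R 4.3.3 with edgeR 4.0.16: low-count genes were removed with filterByExpr (10280 of 10757 genes remained), libraries were normalized by TMM, and methanol was compared with succinate with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and an adjusted p threshold of 0.05. The standard error of a log2 fold change was taken from the fold change and its F statistic. The study's own thresholds, a log2 fold change over 2 and an adjusted p under 1e-07, were applied as well. Gene lists were fixed before the data were examined. Of 38 lists, 10 have IDs from the paper, and the rRNA and tRNA lists were matched by the class word in the IDs. The other 26 lists, which rest on gene symbols, were not tested, because the sources used here pair IDs with names only for the genes that the paper and its supplement give by ID, except that mdh stood for the TCA cycle, with 1 member that did not pass. Lists with at least 3 tested members were tested with camera from limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation. Named genes are every gene of the strain that the paper names by ID, the genes of each list, the 12 genes that rose and fell the most with an average of at least 20 CPM and no overlap between conditions, of which at most 2 per direction that the paper does not name by ID are printed, and the 5 genes with the highest mean CPM per condition. The fold changes the paper prints were known when this rule was written. Genes in a neighbourhood were taken by consecutive ID numbers.

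Of the rRNA genes, 0 were higher and 3 of 3 lower on methanol (3 when adjusted over the list alone; camera adjusted p = 0.0464, and adjusted p = 0.370 with an estimated correlation). Of 37 tested tRNA and tmRNA genes, 1 was higher, 8 were lower and 28 did not pass (1 and 7 when adjusted over the list alone; camera adjusted p = 0.776, and adjusted p = 0.905 with an estimated correlation).

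Alternatives fixed before the data were examined were RLE and upper-quartile factors, no low-count filter, at least 10 counts in every library, a replicate block, removal of the 10 most abundant genes or of rRNA and tRNA genes, DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) or log2(FPKM + 0.1) with other FPKM filters, a test against a fold of 1.5 and leaving out each replicate. On counts simulated from these libraries with 200 changed genes the pipeline was tested, and camera called 0 of 20 random lists. The simulated genes were drawn independently, so this does not test lists of correlated genes. Their variation between replicates followed a trend over abundance, without a spread between genes of like abundance. Coordinates are from the RefSeq annotation of the same assembly, reached through the locus tags of Table S1 (37 of 37 matched). The genome sequence and a table of names for the other IDs were not used here. Growth, enzyme, labelling, proteomic and structural experiments of the paper were not analysed here.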

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

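The test of rRNA depletion, the test of the scaling of lutH and the comparison of the fold changes of edgeR and DESeq2 were chosen after the results were seen. Genes for rRNA, which the paper does not discuss, held 29.2% of the counts on succinate and 14.6% on methanol. Without the rRNA and tRNA genes, the log2 fold changes of the Table S1 genes moved by at most 0.0334. Since TMM was fitted again and 95% of all tested genes moved by no more than 0.0298, this setting changed hardly any gene and does not test whether the rRNA share bears on those changes. Every succinate library had a larger rRNA share than every methanol library, with a gap of 10.7 percentage points, which both less complete removal of rRNA and a change in the cells would give. These explanations cannot be told apart, since no library was sequenced without rRNA removal, and the conditions also differed in carbon source and, according to the paper's methods but not the sample labels, in the OD600 at harvest.

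The increase of lutH was examined because La was present in both conditions. Over the RLE and upper-quartile factors and the removal of the 10 most abundant genes or of rRNA and tRNA genes, the lowest log2 fold change of lutH was 4.70. Relative to TMM, the median shift of the log2 fold changes was -0.20 with upper-quartile factors and 0.0041 to 0.021 with the others. Shifts of this size could not remove such an increase, so these settings show only that the choice among them hardly changes lutH. Leaving out each library in turn gave a log2 fold change of at least 4.71 and an adjusted p of at most 9.3e-06 from edgeR's quasi-likelihood test, which argues against a single library. A candidate explanation left open is a response of lutH to growth with methanol, and a different OD600 at harvest, which the paper's methods give and the sample labels do not, stays open with it. Neither was tested.

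DESeq2 passed far more genes at the study's thresholds than edgeR. Of the 784 genes DESeq2 passed, 99.1% had an edgeR log2 fold change over 2 in size with the same sign, and all 784 had an adjusted p under 0.05 from edgeR, which argues against different fold changes as the cause. Of the 784, 777 had both this fold change and an adjusted p under 0.05 from edgeR, and 10 passed edgeR at the study's thresholds. Most of the others therefore missed only the study's limit on the adjusted p. The lowest adjusted p of any gene from edgeR's quasi-likelihood test was 3.8e-08. In simulated counts, edgeR passed 78.8% of genes with an 8-fold change at these thresholds and DESeq2 83.3%. The simulated genes took their variation between replicates from a trend over abundance, without a spread between genes of like abundance. The simulation therefore cannot show what such a spread does to either test. Why the adjusted p-values differed more in the real counts stays open and was not tested.

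Signals in genes that the paper does not name by ID were examined as well. The most abundant gene without a name here that rose held 4.17% ± 0.369 of the counts on methanol and 0.192% ± 0.0339 on succinate (SD, n = 3; log2 fold change 4.22). Leaving out genes whose IDs mark them as RNA genes, the most abundant one that fell held 2.25% ± 0.895 of the counts on succinate and 0.128% ± 0.0488 on methanol (log2 fold change -4.37). Of the genes that the paper does not name by ID, 487 had a log2 fold change over 2 and 560 one under -2 at an adjusted p under 0.05 from edgeR.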

How the results depend on the processing

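The setting with a log2 fold change over 2 and an adjusted p under 0.05 was chosen after the results were seen; all others were fixed before the data were examined. At an adjusted p under 0.05, the counts of 2305 higher and 2334 lower were within 1.5 times under 19 of 20 settings each; without 1 replicate they ranged from 1837 to 2582 and from 1701 to 2405. The test against a fold of 1.5 called 1451 and 1428, as a stricter hypothesis would. No gene called under both the main and another setting changed direction (0 in each). Relative to TMM, the median log2 fold change shifted by -0.20 with upper-quartile factors and by 0.23 with limma on log2(FPKM + 1). With 10 ways to split 6 libraries, splits are too few for a share under 0.05: the real split called 4639 genes and the highest other 0, with 10 and 0 at the study's thresholds, and 1 split was as large in each case, the real one. Same-numbered replicates did not deviate together (correlations across genes of -0.03, -0.04 and -0.07). This gives no sign that the numbers pair the samples, but a pairing that affects few genes would not show. With the replicate block, 2180 and 2070 genes were called, and 0 passed as higher at the study's thresholds.

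At the study's thresholds, edgeR's 10 higher genes became 5 with upper-quartile factors, 0 with no filter, 17 with at least 10 counts in every library, 453 with DESeq2, 33 with limma-voom, 1 with limma on log2(FPKM + 0.1), 0 with all genes with any FPKM value, 504 in the setting chosen after the results, and 0 to 8 without 1 replicate. The 0 lower genes became 1 with at least 10 counts, 331 with DESeq2, 6 with limma-voom and 560 in the setting chosen after the results. The cause was not tested. Without the 10 most abundant genes, which include xoxF and rRNA genes, 1 of the xoxF and xoxG pair, 1 of the PQQ dehydrogenases and 1 rRNA gene were called as before, the others having been left out. Of the other formate dehydrogenases, 1 was higher with upper-quartile factors and with the replicate block, 1 to 2 without 1 replicate, and 0 were lower in the 4 settings on FPKM. The lut genes called higher ranged from 3 to 6 without 1 replicate. The tRNA genes called higher were 2 with RLE factors, no filter, removal of the 10 most abundant genes and DESeq2, 3 with limma-voom, 7 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), 8 with the other FPKM filters, and 0 to 5 without 1 replicate.

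With an estimated correlation, the adjusted p of the list tests was 0.123 for the GSH-linked pathway, 0.0903 for the NAD-dependent formate dehydrogenase, 0.123 for the CBB cycle, 0.491 for lut and 0.370 for rRNA. Without 1 replicate, the adjusted p for rRNA ranged from 0.0333 to 0.0654, rising above 0.05 without succinate replicate 3 (0.0546), methanol replicate 1 (0.0654) or methanol replicate 2 (0.0514). The tRNA list, which did not pass, changed sign without succinate replicate 1 (adjusted p = 0.804) and without methanol replicate 3 (adjusted p = 0.970), and ranged from 0.286 to 0.970 without 1 replicate. Of 890 values of named genes under alternatives, 846 kept their direction and side of the threshold, 22 lost a call, 8 gained one and 14 changed sign. The sign changes were in genes that were not called: folD (0.0590 without succinate replicate 3, 0.01 without methanol replicate 3, 0.0224 to 0.0227 in the settings on FPKM; -0.45 to 0.0590 over all fits without 1 replicate), rpi (-0.17 with upper-quartile factors, -0.01 without succinate replicate 2, -0.04 without succinate replicate 3, -0.0442 without methanol replicate 3; -0.0442 to 0.23 over all fits without 1 replicate) and purU (0.0211 to 0.0214 in the settings on FPKM). The cause was not tested. With the replicate block, the calls of mcmA (0.54) and fdh3A (0.89) were lost and that of lutB (0.70) was gained. Depth limits the test to the 10280 of 10757 genes with enough counts.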

Differences from the paper's values

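At the paper's thresholds, the paper reports 453 upregulated genes, and edgeR passed 10. The paper reports 331 downregulated genes, and edgeR passed 0. Of the settings fixed before the data were examined, DESeq2, which the paper's methods name, passed 453 and 331, and the others run at these thresholds (RLE and upper-quartile factors, other filters, the replicate block, removal of abundant or rRNA genes, leaving out a replicate, limma-voom and limma on FPKM) differed from the paper. The setting with a log2 fold change over 2 and an adjusted p under 0.05, which came within 1.5 times for upregulated genes (504) and not for downregulated genes (560), was chosen after seeing the values, and of the 784 genes that DESeq2 passed it drops 7. The paper's depth is 12 M reads per sample, and the median of the total counts was 19.0 M, on another scale, since counts need not equal reads. No alternative was set for the depth.

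Of 225 fold values of single genes under alternatives, 1 differed from the paper's by over 1.5 times and by more than an SD. This SD was taken from the methanol replicates alone and leaves out the spread on succinate. The value was that of cbbL without succinate replicate 1. On succinate, cbbL was at 13.8, 3.99 and 2.93 CPM in replicates 1 to 3. Its log2 fold change of 11.69 without that replicate lay inside the main fit's interval at a confidence of 0.95, from 9.21 to 12.21. The difference is thus not shown to exceed the variation between replicates. Smaller differences were not counted. The paper states that the predicted Ln transport and uptake cluster was not upregulated. Of its 6 lut genes, 5 were higher on methanol at an adjusted p under 0.05, with log2 fold changes from 0.64 to 4.89. lutH also passed the study's thresholds with DESeq2 (log2 fold change 4.91, adjusted p = 1.4e-84), while the other 5 did not. The paper states that serine cycle, EMC pathway, glyoxylate shunt and RuMP genes were lower or did not change. Of 12 such genes of Table S2 tested here, 8 were higher at an adjusted p under 0.05, 1 was lower and 3 did not pass. The 8 include glpX (8.02) and tkt (10.23), which Table S2 lists under the RuMP pathway and which were also counted here as CBB cycle genes. The log2 fold changes of the other 6 were between 0.53 and 1.45, under the paper's limit for no change. With succinate replicate 1 left out, icl was at 2.13.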

Other observations

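The tests of neighbouring genes were chosen after the results were seen. In the region from lutH to a gene next to VIDU01_860235, the 43 tested IDs held 22 genes that were higher on methanol, 7 that were lower and 14 that did not pass. Among the 30 of these that the paper does not name by ID, 11 were higher and 7 lower, with log2 fold changes from -1.74 to 4.79. The formate dehydrogenase cluster held 7 IDs, of which 5 were higher and 2 did not pass, with 1 of its 3 genes not named by ID higher, at 7.01. The CBB cluster held 9 IDs, all higher, including 3 genes not named by ID, between 1.16 and 9.13. The paper names rpe without an ID, and whether it is among these was not determined.

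Across the genome, 76 runs of at least 5 consecutive IDs were called higher, holding 533 genes with the longest run of 37, and 87 runs were called lower, holding 590 genes with the longest run of 22. The log2 fold changes of genes with consecutive IDs had a correlation across genes of 0.553 over 9735 pairs, against at most 0.0334 in any of the shuffled orders, and genes are not independent replicates. This argues against an order of IDs that says nothing of the changes. It is consistent with groups of neighbouring genes changing together, which is a hypothesis, and operon structure was not tested.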
